# CD37 regulates the self-renewal of leukemic stem cells via integrin-mediated signaling in acute myeloid leukemia

**DOI:** 10.1016/j.stemcr.2025.102476

**Published:** 2025-04-17

**Authors:** Jinyuan Lu, Lixin Lv, Xiaoxue Tian, Zheng Li, Yuting Ma, Nannan Li, Jian Wang, Guangming Wang, Yu Zeng, Wenjun Zhang, Jun Xu, Aibin Liang

**Keywords:** acute myeloid leukemia, leukemic stem cell, tetraspanin, CD37, integrin

## Abstract

Leukemic stem cells (LSCs) are a small subset of leukemia cells that drive leukemia initiation and maintenance. Herein, we report that CD37, a member of transmembrane 4 superfamily (TM4SF), regulates the survival of acute myeloid leukemia (AML) cells as well as the self-renewal of AML LSCs. The downregulation of CD37 retarded proliferation and increased apoptosis in human AML cell lines THP-1 and OCI-AML2. Deficiency of CD37 *in vivo* had a minimal effect on normal hematopoiesis but significantly impeded leukemia maintenance and propagation, which led to increased apoptosis and decreased cell cycle entry in AML blasts as well as impaired colony formation and declined frequency of AML LSCs in the serial transplantation. Furthermore, CD37 interacted with integrin α4β7 and activated the phosphatidylinositol 3-kinase (PI3K)-AKT pathway mediated by integrin signaling. Our study provides novel insights for targeted therapy of AML, indicating CD37 as a safe and effective target for immunotherapy.

## Highlights

• CD37 regulated the survival of human AML cell lines
• CD37 deficiency had a mild effect on normal hematopoiesis
• CD37 deficiency impaired leukemia maintenance and the self-renewal of LSCs
• CD37 is involved in regulating the integrin signaling pathway

## Introduction

Acute myeloid leukemia (AML) is a malignant clonal disorder characterized by excessive proliferation and expansion of myeloid blasts with abnormal differentiation, which leads to ineffective normal hematopoiesis, cytopenia, and transfusion dependency (DiNardo et al., 2023). As the most prevalent leukemia in elderly adults, AML accounts for over 80,000 deaths worldwide per year, and the number is still rising. In 1990, AML composed 18.0% of all cases of leukemia; by 2017, this proportion had increased to 23.1% (Dong et al., 2020). In China, the incidence of AML witnessed a significant increase by 1.54/100,000 from 1990 to 2017 (Dong et al., 2020). These data indicate that AML is still a nonnegligible concern that threatens human health.

Current therapeutic approaches for AML include a standard combination of cytarabine and anthracycline, which demonstrates a better efficacy for younger patients while exhibiting less effectiveness in elderly individuals. Recent emergence of novel reagents and targeted therapeutics shed a different light for the treatment of AML. For example, demethylating agents and venetoclax (BCL2 inhibitor) can be considered as alternative options for patients who are unable to tolerate intensive chemotherapy, while allo-hematopoietic stem cell transplantation (allo-HSCT) can be performed following the achievement of complete remission (Bhansali et al., 2023). However, persistent AML cells undetected by morphological analysis may survive inadequate post-remission treatment and form minimal residual disease (MRD), which leads to subsequent drug resistance and relapse (DiNardo et al., 2023).

Leukemic stem cells (LSCs) are functionally defined as leukemic cells that are capable of self-renewal and exhibit sustained survival under *ex vivo* conditions and engraftment into immunocompromised mice (Vetrie et al., 2020). Similar to hematopoietic stem cells (HSCs), LSCs self-renew to generate more LSCs and give rise to differentiated leukemia blasts. LSCs are responsible for the initiation, maintenance, and recurrence of AML (O'Reilly et al., 2021). In order to achieve durable remission in patients with AML, it is necessary to identify therapeutic targets for the elimination of LSCs. Membrane proteins upregulated on LSCs but not on HSCs or normal bone marrow (BM) cells, including CD25 (Saito et al., 2010), CD44 (Jin et al., 2006), and GPR56 (Pabst et al., 2016), were rendered as optimal targets to mark and eliminate LSCs residing in MRD. Meanwhile, other characteristics of LSCs, such as alterations in signal transduction (Wang et al., 2010), metabolic or epigenetic regulation (Nguyen et al., 2011; Sykes et al., 2016), and crosstalk with microenvironment (Mohle et al., 1998) can also be utilized for targeting LSCs.

Tetraspanins (TSPANs) are membrane proteins with 4 transmembrane helices. TSPANs do not mediate protein interactions through ligand-receptor binding; however, they can serve as scaffolding proteins and recruit a variety of partner proteins with specific functions, such as adhesion molecules (e.g., integrins) and signaling molecules (e.g., tyrosine kinase receptors), to form a complex functional network known as the tetraspanin-enriched microdomain (TEM) (Detchokul et al., 2014) and mediate various biological processes including cell adhesion, migration, and signal transduction (Quagliano et al., 2023). Recent findings have unveiled a robust correlation between TSPANs and leukemia. The administration of antibodies targeting CD9 caused a significant reduction of CD34^+^, CD38^−^ LSCs (Kollmann et al., 2021). Knockdown of CD82 resulted in decreased phosphorylation of AKT and reduced expression of BCL2L12, which leads to increased apoptosis of AML cells and inhibited colony formation of AML LSCs (Nishioka et al., 2015).

CD37, a TSPAN predominantly expressed in the hematological system, exhibits high expression on mature B cells and is also present on T cells, monocytes, and natural killer (NK) cells (Pereira et al., 2015). In hematological malignancies, CD37 is upregulated in B cell non-Hodgkin’s lymphoma (B-NHL), B cell acute lymphoblastic leukemia (B-ALL), and chronic lymphocytic leukemia (CLL) (Deckert et al., 2013; Scarfò et al., 2018). CD37 upregulation is also found in AML. A study revealed significantly higher CD37 expression on AML LSCs compared to normal HSCs (Pereira et al., 2015). Another study indicated that CD37 was absent on granulocyte-macrophage progenitors (GMPs) or common myeloid progenitors (CMPs), but reactivated following the transformation into LSCs, indicating a crucial role of CD37 in leukemic self-renewal (Wang et al., 2010). CD37 overexpression had been identified as a significant risk factor in AML, correlating with an unfavorable prognosis (Yan et al., 2021). CD37-positive AML cells were sensitive to IMGN529, an antibody-drug conjugate (ADC) targeting CD37, and the viability of AML cells declined in response to an increased concentration of IMGN529 (Larkin et al., 2018). Another ADC, AGS67E, had cytotoxic effects not only to B cell malignancies but also to AML cells, including CD34^+^, CD38^−^ AML LSCs (Pereira et al., 2015). In recent years, chimeric antigen receptor T (CAR-T) cells targeting CD37 have been developed, and CD37 CAR-T cells have demonstrated strong efficacy against CD37-expressing AML cells, with no observed cytotoxicity toward HSCs (Caulier et al., 2024). Taken together, the upregulation of CD37 on AML cells and AML LSCs underscores its potential as a promising therapeutic target for the treatment of AML.

While CD37 has attracted substantial attention in B cell-derived leukemia and lymphoma, there still remains a lack of foundational research to substantiate its role in AML. This study investigated the role of CD37 in AML initiation and maintenance as well as its impact on normal BM hematopoiesis, elucidating potential mechanisms by which CD37 regulated the survival of AML cells and the self-renewal of AML LSCs.

## Results

### CD37 was upregulated in AML

We first conducted a comprehensive analysis of online databases to determine the expression profile of CD37 in various malignancies. CD37 is significantly upregulated in AML, compared to normal BM counterparts (Figures S1A and S1B). By categorizing patients with leukemia into distinct subtypes based on the French-American-British (FAB) classification (Bennett et al., 1976), we noticed a significant upregulation of CD37 in M4 and M5 AML (Figure S1C), and patients exhibiting high CD37 expression displayed an unfavorable prognosis (Figures S1C and S1D). Next, we assessed the expression of CD37 in a panel of leukemia cell lines available in our laboratory. The mRNA level of CD37 was highest in THP-1 (M5), OCI-AML2 (M4), MV4-11 (M5), and HEL (M6) but significantly lower in other AML cell lines (HL-60 and NB4), ALL cell lines (JURKAT, NAML-6, and SUP-B15), and chronic myeloid leukemia (CML) cell line (K562) (Figure 1A). We also investigated the expression of CD37 in AML patient samples and observed an upregulation of CD37 in CD11b^+^ myeloid cells, compared to CD11b^−^ cells (Figure S1E) and normal CD11b^+^ BM cells (Figure S1F), indicating an upregulation of CD37 in the myeloid lineage. The aforementioned data suggest that CD37 was upregulated in AML and may serve as a therapeutic target.

**Figure 1:**
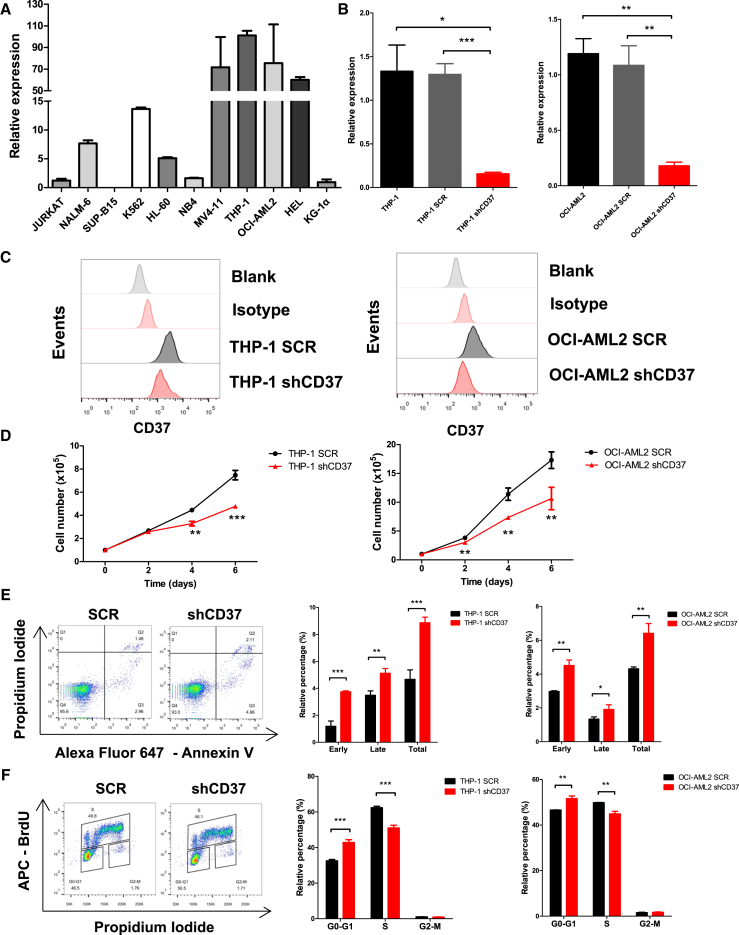
CD37 regulated the survival of human AML cell lines (A) qPCR analysis for CD37 expression in various leukemia cell lines. (B and C) qPCR and flow cytometric validation of CD37 knockdown efficiency in THP-1 and OCI-AML2 cells. (D) Cell proliferation in THP-1 and OCI-AML2 cells transfected with SCR or shCD37. (E) Representative flow cytometric analysis of apoptosis in THP-1 cells transfected with SCR or shCD37 (left). The proportions of early, late, and total apoptotic cells were also quantified (right). (F) Representative flow cytometric analysis of cell cycle in THP-1 cells transfected with SCR or shCD37 (left). The proportions of THP-1 and OCI-AML2 cells in G0-G1 phase, S phase, or G2-M phase were also quantified (right). Error bars in (A), (B), (D), (E) and (F) were defined as mean ± SD. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001.

### CD37 knockdown inhibited the proliferation of human AML cell lines

To elucidate the function of CD37 in AML cells, we designed 2 short hairpin RNA (shRNA) plasmids specifically targeting CD37 (shCD37-1 and shCD37-2) and a scrambled plasmid (SCR) as a normal control. We chose THP-1 and OCI-AML2 as target cells since their expression of CD37 was highest among all cell lines. The cells were transfected with SCR or shCD37, and the knockdown efficacy of shCD37 was validated using qPCR and flow cytometry (Figures 1B, 1C, S2A, and S2B). CD37 deficiency retarded the proliferation of AML cells (Figures 1D and S2C). Meanwhile, more apoptotic cells were observed in CD37-deficient AML cells (Figures 1E and S2D). Knockdown of CD37 resulted in a G1-S cell-cycle arrest in THP-1 and OCI-AML2 cells, while the arrest was more significant using shCD37-1 (Figure 1F) compared to shCD37-2 (Figure S2E). The aforementioned data suggested a potential regulatory role of CD37 in the survival of AML cells.

### CD37 deficiency had a minor effect on normal hematopoiesis

Next, we established a CD37 conditional knockout mouse model utilizing the CRISPR-Cas9 system. Generation and screening of CD37^fl/fl^, Cre^+^ mice were performed as described in the methods section. Conditional knockout of CD37 (denoted as CD37^−/−^) was induced through intraperitoneal injection of tamoxifen. The efficacy of CD37 deletion was confirmed by PCR and flow cytometry (Figures 2A and 2B).

**Figure 2:**
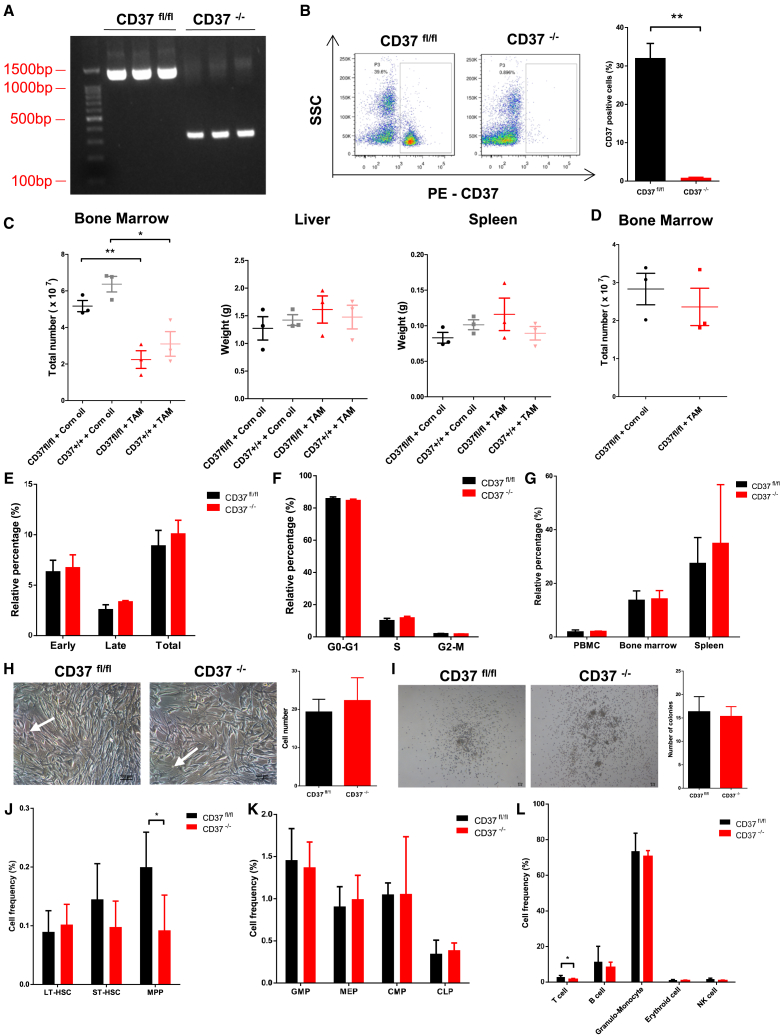
CD37 deficiency had a mild effect on normal BM cell function (A) PCR validation of CD37 knockout efficiency. (B) Flow cytometric validation of CD37 knockout efficiency. (C) Total number of BM cells, liver weight, and spleen weight of CD37^fl/fl^, Cre^+^ mice and CD37 WT mice 1 month after treatment with tamoxifen or corn oil (*n* = 3 for each). (D) Total number of BM cells of CD37^fl/fl^, Cre^+^ mice 4 months after treatment with tamoxifen or corn oil (*n* = 3). (E and F) Quantification of apoptotic cells (E) and cell cycle distribution (F) in BM samples 1 month after treatment with tamoxifen or corn oil (*n* = 3 for each). (G) Quantification of CD45.2^+^ cells migrated to the peripheral blood, BM, or spleen of CD45.1 recipients 18 h after transplantation (*n* = 4). (H) Representative images demonstrating the adherence of normal BM cells to OP9 stroma cells (left, scale bar, 100μm). The white arrows indicate adherent BM cells. The number of adherent BM cells was also quantified (right). (I) Representative images demonstrating the colony formation of CD37^fl/fl^ and CD37^−/−^ BM Lin^−^ cells (left, scale bar, 50μm). The number of colonies was also quantified (right). (J–L) Proportions of hematopoietic stem cells (J), progenitors (K), and mature cells (L) in total BM cells derived from CD37^fl/fl^, Cre^+^ mice 1 month after treatment with tamoxifen or corn oil (*n* = 4 for each). Error bars in (B–L) were defined as mean ± SD. ∗*p* < 0.05, ∗∗*p* < 0.01.

We first investigated the direct impact of CD37 loss on normal BM cells. CD37^fl/fl^, Cre^+^ mice and CD37 wild-type (WT) (denoted as CD37^+/+^) mice were administrated with tamoxifen or corn oil. BM cells, livers, and spleens were harvested 1 month after injection. CD37 deletion resulted in a decrease in total BM cell number, while no significant difference was observed in liver weight and spleen weight (Figure 2C). To exclude potential inhibitory effects induced by tamoxifen, we extended the observation from 1 month to 4 months, and no significant difference in BM cell number was observed between CD37^fl/fl^ and CD37^−/−^ mice (Figure 2D). Meanwhile, CD37 deficiency did not affect apoptosis, cell cycle, homing, adhesion, or colony formation of normal BM cells (Figures 2E–2I), indicating that the impact of CD37 loss was transient and can be mitigated by compensatory mechanisms. Further validation using peripheral blood from CD37^fl/fl^ and CD37^−/−^ mice indicated that CD37 deficiency had a minimal impact on T cell, B cell, granulo-monocyte, and erythroid cell differentiation (Figure S3C). Apoptosis assay showed no statistical difference between NK cells from CD37^fl/fl^ and CD37^−/−^ mice at week 10 (Figure S3D). Another independent differentiation assay using BM cells from CD37^fl/fl^ and CD37^−/−^ mice showed that CD37 deficiency resulted in a decrease in the proportion of T cells and multipotent progenitors (MPPs), while exhibiting no impact on other cell types (Figures 2J–2L).

Based on these data, we further established a transplantation model and investigated the impact of CD37 loss on normal hematopoiesis over an extended duration. Lethally irradiated CD45.1 mice were transplanted with BM lineage-negative (Lin^−^) cells derived from CD37^fl/fl^, Cre^+^ mice (expressing CD45.2) and intraperitoneally injected with tamoxifen or corn oil 2 months post transplantation (Figure 3A). CD37 deletion did not affect the chimerism of CD45.1-expressing donor cells in the recipient mice (Figures 3B and 3C). A decreased proportion of T cells, B cells, and GMPs, as well as an increased proportion of granulo-monocytes, was observed in CD37^−/−^ recipients at month 6 (Figures 3D–3F). In another transplantation assay, CD37 knockout was induced prior to transplantation, and the chimerism of donor cells remained comparable to the control group (Figures 3G–3I). CD37 deletion resulted in a decreased proportion of B cells, while no significant influence was observed on other cell types (Figures 3J–3L). In summary, CD37 deficiency exhibited only a marginal effect on normal hematopoiesis.

**Figure 3:**
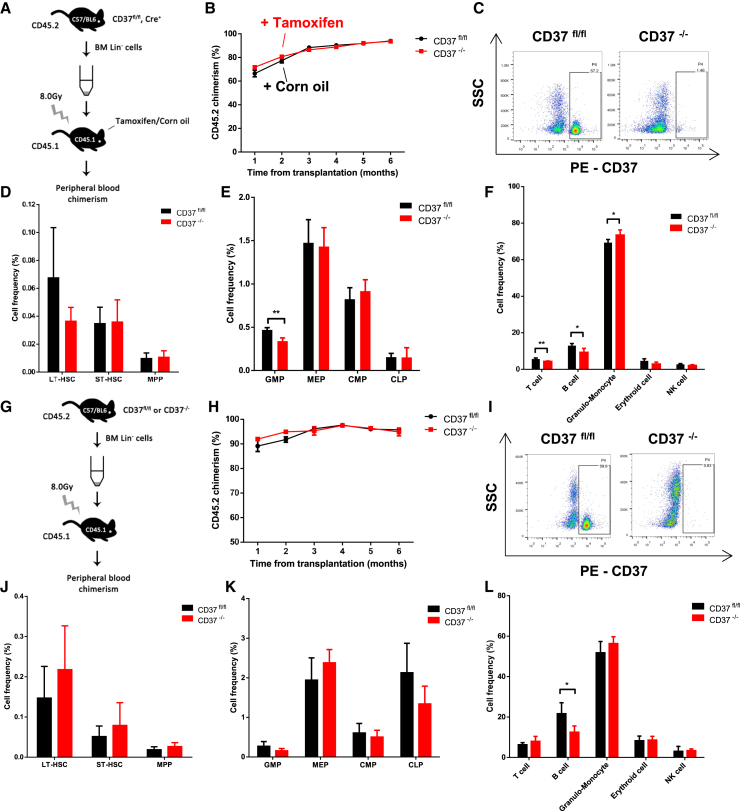
CD37 deficiency had a mild effect on normal hematopoiesis (A and G) The schematic diagrams of normal transplantation model. (A) Tamoxifen or corn oil was administrated 2 months after transplantation. (G) Tamoxifen and corn oil were administrated prior to transplantation. (B and H) Chimerism of CD45.2^+^ cells in the peripheral blood of recipient mice (*n* = 4 for each). (C and I) Representative flow cytometric analysis of CD37 expression in CD45.2^+^ cells. (D–F and J–L) Proportions of hematopoietic stem cells (D and J), progenitors (E and K), and mature cells (F and L) in CD45.2-expressing BM cells derived from CD37^fl/fl^ or CD37^−/−^ recipients (*n* = 4 for each). Error bars in (B), (D), (E), (F), (H), (J), (K) and (L) were defined as mean ± SD. ∗*p* < 0.05, ∗∗*p* < 0.01.

### CD37 is dispensable for leukemogenesis but required for leukemia maintenance and self-renewal of LSCs

Given the limited impact of CD37 deletion on normal hematopoiesis, we thought to investigate the role of CD37 in AML initiation. In order to initiate AML, BM Lin^−^ cells obtained from CD37^fl/fl^, Cre^+^ mice were transfected with MSCV-MLL-AF9-IRES-YFP (Figure S4A) *in vitro*. The YFP fluorescence was observed using an inverted microscope (Figure S4B), and the transfection efficiency was assessed by PCR and flow cytometry (Figures S4C and S4D). The YFP^+^ cells were subsequently sorted and transplanted into sublethally irradiated C57 mice (primary transplantation, Figure 4A). Conditional knockout of CD37 was administrated as described in the methods section. CD37 deletion did not accelerate or decelerate leukemogenesis of MLL-AF9 AML (Figure 4B). The extent of tumor infiltration was comparable between CD37^−/−^ and CD37^fl/fl^ mice, and the survival duration was similar in both groups (Figures 4C, 4D, and S4E–S4G). Over 90% of YFP^+^ cells expressed Mac-1, and over 60% of YFP^+^ cells co-expressed MAC-1 and GR-1 (Figure 4E), indicating development of myeloid leukemia. Although no statistical difference was observed in leukemogenesis, CD37 deletion significantly altered the functionality of AML LSCs. Following CD37 deletion, YFP^+^, c-kit^+^ AML cells (enriched for LSCs) exhibited a diminished capacity for colony formation (Figure 4F), and the proportion of c-kit^+^ leukemia cells in the BM was reduced (Figure 4G), suggesting impaired self-renewal of CD37^−/−^ AML LSCs.

**Figure 4:**
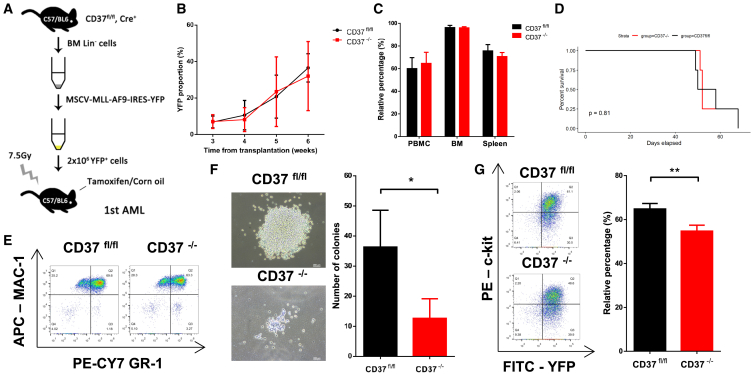
CD37 deficiency impaired the self-renewal of LSCs in the primary transplantation (A) The schematic diagram of MLL-AF9 AML initiation. (B) YFP^+^ cell proportion in the peripheral blood of CD37^fl/fl^ or CD37^−/−^ recipients (*n* = 4). (C) Infiltration of YFP^+^ leukemia cells in the peripheral blood, bone marrow, and spleens (*n* = 4). (D) Survival plot for CD37^fl/fl^ and CD37^−/−^ recipients (*n* = 4). (E) Representative flow cytometric analysis of Mac-1 and Gr-1 expression in YFP^+^ cells. (F) Representative images demonstrating the colony formation of CD37^fl/fl^ and CD37^−/−^ AML LSCs (left, scale bar, 200μm). The number of colonies was also quantified (right). (G) Representative flow cytometric analysis of YFP and c-kit expression in total BM cells (left). The proportion of c-kit^+^ cells in YFP^+^ cells was also quantified (right, *n* = 4). Error bars in (B), (C), (F) and (G) were defined as mean ± SD. ∗*p* < 0.05, ∗∗*p* < 0.01.

To determine if continued AML maintenance requires CD37, we isolated YFP^+^, c-kit^+^ LSCs from premorbid AML mice and transplanted them into new recipients following irradiation (secondary transplantation, Figure 5A). Mice transplanted with CD37^−/−^ LSCs exhibited a marked reduction in AML progression (Figure 5B), accompanied by reduced tumor infiltration (Figures 5C and S4H–S4J) and prolonged survival (Figure 5D), compared to those transplanted with CD37^fl/fl^ LSCs. Moreover, CD37^−/−^ leukemia cells demonstrated increased apoptosis (Figure 5E) and a G1-S arrest in the cell cycle (Figure 5F). We hypothesized if this phenotype was caused by variations in cell homing capability. No statistical differences were found in the ratio of CD37^−/−^ or CD37^fl/fl^ AML cells homed in peripheral blood, BM, or spleen (Figure 5G). Meanwhile, the adhesion of CD37^−/−^ AML cells decreased slightly without reaching statistical difference (Figure 5H). The colony formation as well as the frequency of CD37-deficient AML LSCs was significantly reduced, compared to that of normal AML LSCs (Figures 5I and 5J).

**Figure 5:**
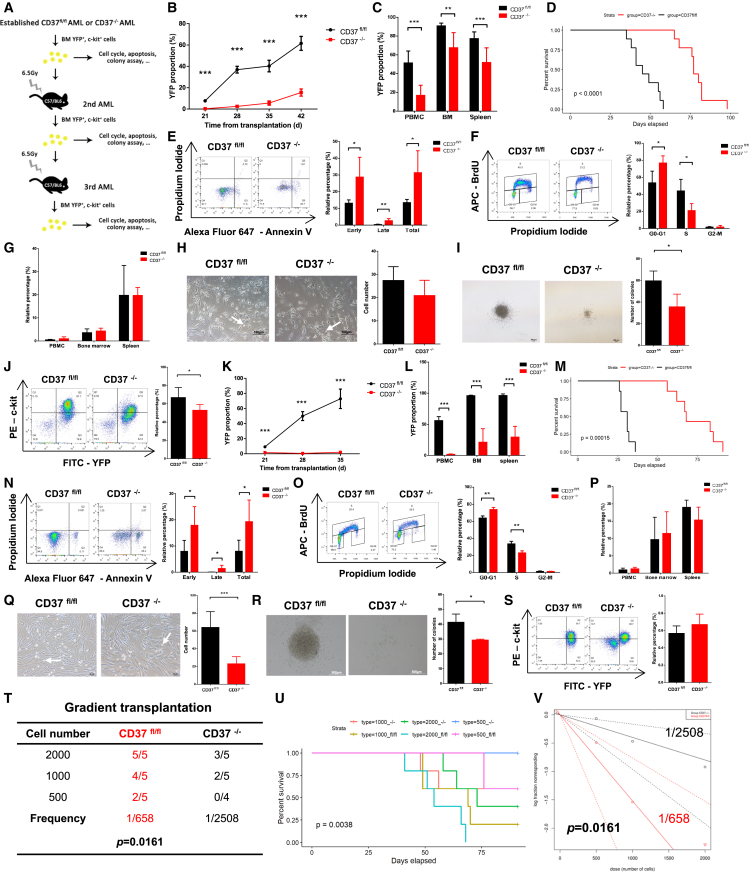
CD37 deficiency impaired leukemia maintenance and the self-renewal of LSCs in the secondary and tertiary transplantation (A) The schematic diagram of continuous transplantation model for MLL-AF9 AML. (B and K) YFP^+^ cell proportion in the peripheral blood of CD37^fl/fl^ or CD37^−/−^ recipients. (B) Secondary AML (*n* = 9); (K) tertiary AML (*n* = 7). (C and L) Infiltration of YFP^+^ leukemia cells in the peripheral blood, bone marrow, and spleens. (C) Secondary AML (*n* = 8); (L) tertiary AML (*n* = 5). (D and M) Survival plot for CD37^fl/fl^ and CD37^−/−^ recipients. (D) Secondary AML (*n* = 9); (M) tertiary AML (*n* = 7). (E and N) Representative flow cytometric analysis of apoptosis in CD37^fl/fl^ and CD37^−/−^ AML cells (left) and quantification of early, late, and total apoptotic AML cells (right). (E) Secondary AML (*n* = 5); (N) tertiary AML (*n* = 5). (F and O) Representative flow cytometric analysis of cell cycle in CD37^fl/fl^ and CD37^−/−^ AML cells (left) and quantification of AML cells in G0-G1 phase, S phase, or G2-M phase (right). (F) Secondary AML (*n* = 7); (O) tertiary AML (*n* = 4). (G and P) Cell homing assay demonstrating the proportion of YFP^+^ cells migrated to the peripheral blood, BM, or spleen of C57 recipients 18 h after transplantation. (G) Secondary AML (*n* = 5); (P) tertiary AML (*n* = 4). (H and Q) Representative images demonstrating the adherence of AML cells to OP9 stroma cells (left, (H) scale bar, 100μm; (Q) scale bar, 50μm). The white arrows indicate adherent AML cells. The number of adherent AML cells was also quantified (right). (H) Secondary AML (*n* = 8); (Q) tertiary AML (*n* = 6). (I and R) Representative images demonstrating the colony formation of CD37^fl/fl^ and CD37^−/−^ LSCs (left, (I) scale bar, 200μm; (R) scale bar, 500μm). The number of colonies was also quantified (right). (I) Secondary AML (*n* = 3); (R) tertiary AML (*n* = 3). (J and S) Representative flow cytometric analysis of YFP and c-kit expression in total BM cells (left). The proportion of c-kit^+^ cells in YFP^+^ cells was also quantified (right). (J) Secondary AML (*n* = 6); (S) tertiary AML (*n* = 5). (T–V) Recipient C57 mice were transplanted with 2,000, 1,000, or 500 AML LSCs. The survival data were recorded, and the frequency of AML LSCs was quantified using ELDA. Error bars in (B), (C), (E–L), (N–S) were defined as mean ± SD. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001.

Additionally, YFP^+^, c-kit^+^ LSCs derived from the secondary transplantation were further transplanted into new recipients after irradiation (tertiary transplantation, Figure 5A), and the tertiary AML exhibited a comparable but more pronounced phenotype. The infiltration of AML cells was significantly attenuated in mice transplanted with CD37^−/−^ LSCs, leading to retarded progression of AML and extended survival of recipient mice (Figures 5K–5M and S4K–S4M). CD37^−/−^ AML cells exhibited increased apoptosis (Figure 5N), a retarded cell cycle (Figure 5O), and decreased cell adhesion (Figure 5Q), without reaching significant difference in cell homing (Figure 5P). Moreover, LSCs lacking CD37 exhibited impaired colony formation (Figure 5R), while maintaining a comparable frequency to normal LSCs in the BM (Figure 5S). The aforementioned data indicated that CD37 is required for AML maintenance, and CD37 deficiency impaired the self-renewal of LSCs.

The expression of CD37 in AML LSCs was also investigated in the primary, secondary, and tertiary transplantation models. CD37 expression was significantly elevated in c-kit-high cells (Figures S5A–S5C). Simultaneously, c-kit was significantly enriched in the CD37-high population (Figures S5D–S5F), suggesting an association between CD37 expression and LSC function. This was further supported by the colony formation assay, where CD37 loss led to a reduction in both size and density of the colonies (Figures S5G–S5J).

To further elucidate the impact of CD37 loss on the self-renewal of LSCs, we established a gradient transplantation model and transplanted different numbers (2,000, 1,000, or 500) of CD37^fl/fl^ or CD37^−/−^ LSCs into recipient mice following irradiation. The frequency of LSCs was quantified using a limiting dilution assay (Hu and Smyth 2009). We found that CD37 deletion resulted in a significant decrease in the frequency of LSCs (1/2,508 vs. 1/658, Figures 5T–5V), demonstrating reduced self-renewal in CD37^−/−^ LSCs.

Taken together, CD37 deficiency significantly impeded leukemia maintenance in MLL-AF9 AML, partially attributed to increased apoptosis, decreased cell cycle entry, and impaired self-renewal of AML LSCs.

### CD37 deficiency led to reduced AKT phosphorylation and integrin expression

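Bone marrow YFP+, c-kit+ LSCs were sorted from leukemia mice of the secondary transplantation at week 6, and poly(A) RNA of 2 CD37 fl/fl and 2 CD37-/- replicates was sequenced as strand-specific libraries. The authors deposited FPKM values (fragments per kilobase of gene, scaled by the sequencing depth) for 17104 genes, and the paper's text does not name the aligner, the genome build or the annotation behind them. In each library, 98.9% of the values came out as whole reads, within a tolerance that chance meets for 10.0% of values. The kilobases were then those of the whole genomic span of the gene, introns included, in the GENCODE M21 annotation of GRCm38. With exon length in place of the span, between 9.1% and 10.0% of the low values of genes with several exons came out whole. A gene with long introns therefore has a low FPKM for its number of reads. The recovered reads gave totals of 15327363 and 17327701 reads in CD37 fl/fl replicates 1 and 2, and of 17740458 and 22627485 reads in CD37-/- replicates 1 and 2. Fold changes were computed on log2(FPKM + 1), a scale that understates the change of genes with low values. The 6761 genes with a mean FPKM of at least 1 over the 4 libraries were tested with limma, without pairing by replicate number, and p-values were adjusted over these genes by the Benjamini-Hochberg method. The scale, the filter and the test were set before the data were examined. *Cd37*, the deleted gene (ENSMUSG00000030798), was measured first as a check of the labels. Its FPKM was 56.6 and 46.8 in the CD37 fl/fl libraries (51.7 ± 6.97, SD, n = 2) and 23.2 and 22.9 in the CD37-/- libraries (23.1 ± 0.198, SD, n = 2), so that 44.6% of the CD37 fl/fl mean was left. The log2 fold change was -1.12 (standard error 0.24), with an adjusted p of 0.104 from limma with Benjamini-Hochberg adjustment. Rescaling every library to the same sum (TPM) moved it most among the alternatives set beforehand, to -0.77. The exons from which the *Cd37* reads of the CD37-/- libraries came were not analysed here.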

To gain a deeper understanding of the regulatory role of CD37 in MLL-AF9-induced AML, we sorted CD37^fl/fl^ and CD37^−/−^ AML LSCs and conducted transcriptome sequencing. 2,540 differentially expressed genes (DEGs) were identified and subjected to Kyoto Encyclopedia of Genes and Genomes (KEGG) functional enrichment analysis. 

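At an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), 0 of the 6761 genes differed between CD37-/- and CD37 fl/fl LSCs, and the smallest adjusted p was 0.0502, shared by 37 genes of which 15 were histone genes. At an unadjusted p under 0.05 there were 1626 genes, where chance alone gives 338. Of these, 1088 were higher and 538 were lower in CD37-/- LSCs, so that 66.9% were higher. That share was 47.5% after quantile normalization and 91.4% after TPM rescaling, since the scalings moved the median log2 fold change of all tested genes from 0.11 to -0.02 and to 0.49. An absolute log2 fold change of at least 1 was also met by 510 genes, with 323 higher and 187 lower. Among the alternatives without a block by replicate number, robust variance estimation moved the number of genes at an adjusted p under 0.05 most, to 88. Since no gene passed the adjusted p, the genes named here were chosen at an unadjusted p under 0.05, among genes with a mean FPKM of at least 5 and no overlap between the groups. Among the largest rises were those of *Hbb-bs* (log2 fold change 4.12), *Hbb-bt* (3.35), *Hba-a2* (3.34) and *Hba-a1* (3.33). *Hbb-bs* had an FPKM of 18.4 and 1.66 in the CD37 fl/fl libraries and of 227 and 67.6 in the CD37-/- libraries. Without CD37 fl/fl replicate 2, the log2 fold changes of *Hba-a1* and *Hbb-bs* were 1.63 and 2.69, and without CD37-/- replicate 1 that of *Hba-a2* was 1.62. The largest falls were those of *Hist1h1a* (log2 fold change -2.85), *Hist1h1b* (-2.70), *Hist1h2an* (-2.69), *Hist2h2ac* (-2.55) and *Hist1h4m* (-2.31). The globin and histone genes have near-identical copies that share reads, so the values of single members are uncertain.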

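Lists of genes for cellular functions, fixed before the libraries were compared, were tested with camera at its preset correlation between genes of 0.01, with p-values adjusted over the 11 lists that had at least 5 tested genes. The 48 replication-dependent histone genes were all lower in CD37-/- LSCs, with a median log2 fold change of -1.64 (camera, adjusted p = 2.7e-39, limma with Benjamini-Hochberg adjustment), and 1 of them was higher after TPM rescaling. Over all 59 histone genes the median was -1.51 (adjusted p = 3.2e-33 from limma's camera with Benjamini-Hochberg adjustment), with 55 genes lower. Histone genes share reads among near-identical copies, so the list is better determined than its members. The share of histone genes was planned for testing because the first KEGG terms of Fig. 6A hold many histone genes. The paper computed that enrichment on these same samples, so the histone results are not independent evidence. Histone genes made up 8.2% of the 510 genes with an unadjusted p under 0.05 and an absolute log2 fold change of at least 1 (42 genes), against 0.87% of all tested genes (Fisher's exact test, p = 1.2e-34, genes not being independent). At the same threshold that share was 11.1% after quantile normalization and 3.3% after TPM rescaling, against the same 0.87%. In an alternative chosen after the data were seen, limma-voom on the recovered reads, it was 2.5%, against 0.5% of the 12899 genes tested there. Among the lower genes alone at this threshold, the share was 22.5%. It was 26.8% after quantile normalization, 37.8% after TPM rescaling and 12.1% with limma-voom. The 24 proliferation genes had a median of 0.64, with 22 higher (adjusted p = 4.8e-04, limma's camera with Benjamini-Hochberg adjustment), and of 0.41 without CD37 fl/fl replicate 1. Under fry, a set test that uses the correlation in the data, the histone lists had an adjusted p of 0.019 and the proliferation list of 0.13 (limma with Benjamini-Hochberg adjustment). With the correlation estimated in camera, the adjusted p was 0.14 for both histone lists and 0.72 for the proliferation list (limma with Benjamini-Hochberg adjustment), so that none of the 3 calls held there. The 32 DNA replication genes had a median log2 fold change of 0.11, that of all tested genes (adjusted p = 0.86 from limma's camera with Benjamini-Hochberg adjustment), with 19 genes higher and 13 lower, and 0.04 without CD37 fl/fl replicate 1. Within this list *Mcm4* (log2 fold change 1.21), *Mcm2* (1.14) and *Pcna* (0.94) were higher, and *Pold4* (-0.90), *Rnaseh2a* (-0.89) and *Rfc2* (-0.69) were lower, a selection made after their values were seen. The 10 tested target genes of MLL fusion proteins had a median of 0.22 (adjusted p = 0.53), the 22 myeloid genes of 0.36 (0.42), the 8 genes of the BCL2 family of 0.01 (0.47), the 10 core genes of PI3K-AKT signaling of 0.43 (0.14), the 11 tetraspanins of 0.26 (0.42) and the 13 immediate early genes of 0.08 (0.39), all from limma's camera with Benjamini-Hochberg adjustment. Single libraries decided several of these values, as the median was 0.11 for the MLL fusion targets without CD37 fl/fl replicate 1, -0.14 for the myeloid genes without CD37 fl/fl replicate 2, and 0.24 for PI3K-AKT signaling, 0.46 for the tetraspanins and -0.18 for the immediate early genes without CD37-/- replicate 2, and the BCL2 family was at -0.12 without CD37 fl/fl replicate 2. The filter on mean FPKM left 8 of 14 genes of the BCL2 family, without *Bcl2* itself, and 10 of 22 of PI3K-AKT signaling, without *Pik3cb*. The tetraspanins include *Cd37*, the deleted gene. Over all genes tested, 0 genes of these lists had an adjusted p under 0.05. Adjusted over the list alone, the count at an adjusted p under 0.05 was 45 replication-dependent histone genes, 47 histone genes, 4 MLL fusion targets, 3 integrins, 2 tetraspanins, 1 gene each for proliferation, myeloid genes and immediate early genes, and 0 for DNA replication, the BCL2 family and PI3K-AKT signaling, where 10, 0 and 2 genes had an unadjusted p under 0.05.

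**Figure D1:**
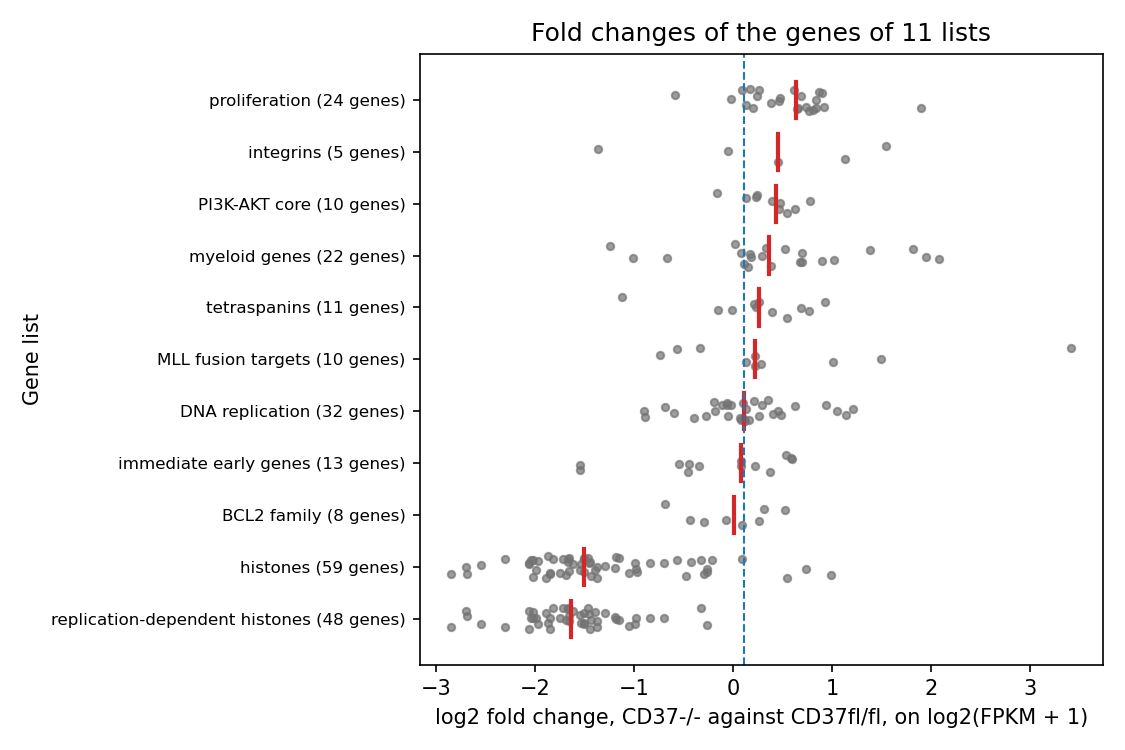
Log2 fold change of each tested gene (grey points) between CD37-/- and CD37 fl/fl LSCs on log2(FPKM + 1), for 11 gene lists. Red bars are the median of each list and the dashed line is the median of all tested genes, 0.11; the replication-dependent histone genes have a median of -1.64, all 48 below 0 on this scale.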

Differential genes were enriched into 2 cellular functions: “transcriptional misregulation in cancer” and “DNA replication” (Figure 6A). Key DEGs associated with signal transduction, cell apoptosis, or cell cycle were subsequently selected and validated using qPCR. 

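*Cdkn1b* (ENSMUSG00000003031), on chromosome 6 of GRCm38 from 134920401 to 134925513, had an FPKM of 3.08 ± 1.11 (SD, n = 2) in CD37 fl/fl LSCs and of 10.9 ± 0.108 (SD, n = 2) in CD37-/- LSCs, from 203 to 303 reads against 985 to 1274 reads per library. Its log2 fold change was 1.58 (standard error 0.25), with an adjusted p of 0.0649 from limma with Benjamini-Hochberg adjustment, and with robust variance estimation the adjusted p of the same test was 0.0456, in a range from 0.0319 to 0.255 over its alternatives. *Itgb7* (ENSMUSG00000001281), on chromosome 15 from 102215995 to 102231944, had an FPKM of 5.49 ± 1.34 (SD, n = 2) in CD37 fl/fl LSCs and of 1.67 ± 1.41 (SD, n = 2) in CD37-/- LSCs. Its log2 fold change was -1.37 (standard error 0.39, adjusted p = 0.138 from limma with Benjamini-Hochberg adjustment), and it was -0.81 without CD37-/- replicate 1. *Ccnd2*, *Bcl2* and *Pik3cb* had a mean FPKM under 1 over the 4 libraries and were not among the genes tested. *Ccnd2* (ENSMUSG00000000184) had an FPKM of 0.307 and 1.72 in the CD37 fl/fl libraries (127 and 805 reads) and of 0.0813 and 0.33 in the CD37-/- libraries (39 and 202 reads), so the groups overlapped. Its log2 fold change of -0.65 was -0.12 without CD37 fl/fl replicate 2. *Bcl2* (ENSMUSG00000057329), whose span of 176097 bases is 19.2 times its exon length, had an FPKM of 0.112 and 0.322 in the CD37 fl/fl libraries (301 and 982 reads) and of 0.0554 and 0.0673 in the CD37-/- libraries (173 and 268 reads). Its log2 fold change was -0.19, and -0.07 without CD37 fl/fl replicate 2. *Pik3cb* (ENSMUSG00000032462) was higher in both CD37-/- libraries, with an FPKM of 0.300 and 0.205 in the CD37 fl/fl libraries (478 and 370 reads) and of 0.548 and 0.602 in the CD37-/- libraries (1010 and 1416 reads), a log2 fold change of 0.33. When all 16973 genes above 0 were tested, the adjusted p was 0.465 for *Ccnd2*, 0.375 for *Bcl2* and 0.265 for *Pik3cb* (limma with Benjamini-Hochberg adjustment). Adjusted over the list alone, a list of these 5 genes and *Cd37* taken from the paper, *Cd37* (0.0138), *Cdkn1b* (0.0138) and *Pik3cb* (0.0315) had an adjusted p under 0.05 in that fit and *Itgb7* (0.0789) did not (limma with Benjamini-Hochberg adjustment). In the fit of the 6761 genes, which tested 3 of the list, *Cd37* (0.00605), *Cdkn1b* (0.0024) and *Itgb7* (0.0137) all did (limma with Benjamini-Hochberg adjustment). Over all genes tested, 0 did in either fit. The study chose this list on these samples, so the counts adjusted over the list alone are not independent evidence.

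**Figure D2:**
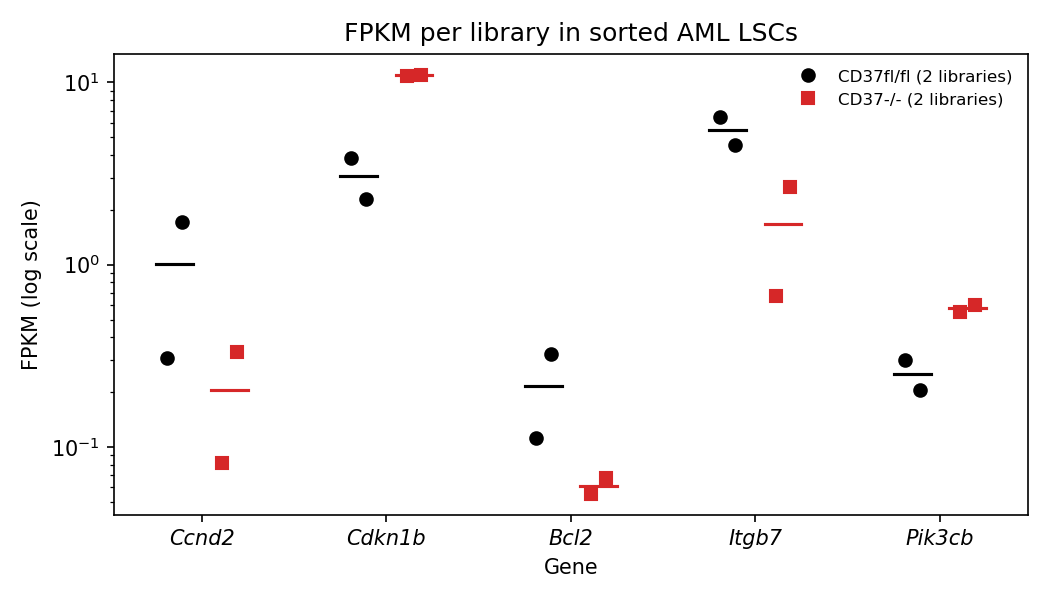
FPKM of 5 genes in each CD37 fl/fl library (black circles) and CD37-/- library (red squares), on a log axis, with the mean of each group as a bar. *Cdkn1b* and *Pik3cb* lie higher in both CD37-/- libraries, *Bcl2* and *Itgb7* lie lower in both, and *Ccnd2* overlaps, at 0.307 in a CD37 fl/fl library and 0.33 in a CD37-/- library.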

The comparison between RNA sequencing and qPCR data revealed a high level of consistency in the expression of *Ccnd2*, *Cdkn1b*, *Bcl2*, *Itgb7*, and *Pik3cb* among all identified DEGs (Figure 6B).

**Figure 6:**
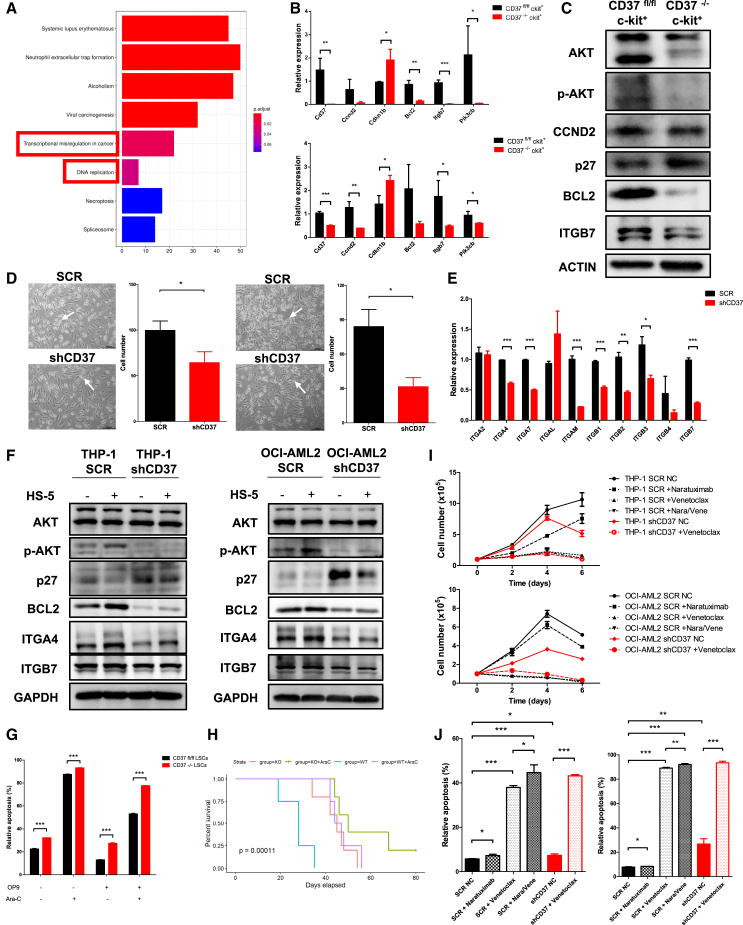
Transcriptomic analysis and verification of key DEGs (A) KEGG analysis of DEGs identified between CD37^fl/fl^ AML LSCs and CD37^−/−^ AML LSCs. (B and C) qPCR and western blot verification of key DEGs. (B) qPCR analysis. Upper, primary AML; lower, secondary AML; (C) western blot analysis, secondary AML. (D) Representative images demonstrating the adherence of THP-1 cells (left) or OCI-AML2 cells (right, scale bar, 100μm) to HS-5 stroma cells. The white arrows indicate adherent AML cells. The number of adherent AML cells was also quantified. (E) qPCR analysis for the expression of integrins on OCI-AML2 cells transfected with SCR or shCD37. (F) Immunoblotting assay for key DEGs in THP-1 and OCI-AML2 cells transfected with SCR or shCD37. The AML cells were cultured alone or with HS-5 stroma cells. (G) Quantification of apoptotic YFP^+^, c-kit^+^ LSCs under different experimental conditions. (H) Survival plot for recipient mice transplanted with CD37^fl/fl^ or CD37^−/−^ AML LSCs and received different treatments. (I) Cell proliferation assay of THP-1 and OCI-AML2 cells transfected with SCR or shCD37 under different experimental conditions. Naratuximab, an ADC targeting CD37; venetoclax, a BCL2 inhibitor. (J) Quantification of apoptotic cells under experimental conditions in (G) at day 6. Error bars in (B), (D), (E), (G), (I) and (J) were defined as mean ± SD. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001.

Subsequently, protein samples of CD37^fl/fl^ and CD37^−/−^ AML LSCs were utilized for western blot validation (The activation of phosphatidylinositol 3-kinase [PI3K]-AKT pathway was indicated by phosphorylated AKT, while the expression of *Cdkn1b* was determined by its translational product p27). AKT phosphorylation was significantly reduced in CD37^−/−^ LSCs, along with the downregulation of BCL2 and ITGB7. Conversely, p27 expression was upregulated, while CCND2 expression remained unaltered in CD37^−/−^ LSCs, compared to CD37^fl/fl^ LSCs (Figure 6C).

We noticed that BCL2 and p27 were associated with the regulation of apoptosis and cell cycle, both of which were partially modulated by PI3K-AKT pathway (Darici et al., 2020). BCL2 is an anti-apoptotic protein whose downregulation leads to oligomerization of BAX and BAK and activation of caspase, therefore inducing cell apoptosis (Hata et al., 2015). P27, a cell cycle inhibitor, prevents cell cycle progression from the G1 phase to the S phase by interfering with the functions of cyclins and cyclin-dependent kinases (CDKs) (Bretones et al., 2015). In addition, integrin beta 7 (ITGB7), a member of the integrin family, acts as an adhesion molecule and regulates cell adhesion (Bachmann et al., 2019). Indeed, in the tertiary AML, the adhesion of AML cells was impaired following CD37 deletion (Figure 5Q). Similarly, THP-1 and OCI-AML2 cells with CD37 deficiency exhibited reduced adhesion when cocultured with the BM stroma cell HS-5, compared to their normal counterparts (Figure 6D). Integrins were heterodimeric transmembrane proteins consisting of an α subunit and a β subunit, and the initiation of their signaling occurred upon binding of integrins to their ligands, followed by the activation of multiple intracellular signaling pathways (Johansen et al., 2018; Floren et al., 2020). We wondered if CD37 regulated the survival of AML cells through integrin-mediated PI3K-AKT signaling. To validate this hypothesis, we first confirmed the impact of CD37 deficiency on integrin family expression. qPCR analysis revealed a significant downregulation of multiple integrins, including *ITGB7*, in CD37-deficient OCI-AML2 cells, either cultured alone or cocultured with HS-5 (Figures 6E and S6A). Moreover, the expression of integrin ligands on HS-5 was also reduced upon coculture with CD37-deficient OCI-AML2 cells (Figure S6B). Considering the differential expression of ITGB7 between CD37^fl/fl^ and CD37^−/−^ LSCs, we selected ITGB7 and its paired subunit ITGA4 as representatives to demonstrate the effect of CD37 deletion on integrin signaling. 

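In the sorted LSCs, *Itga4* (ENSMUSG00000027009), on chromosome 2 of GRCm38 from 79255426 to 79333123, had an FPKM of 0.165 and 0.233 in the CD37 fl/fl libraries and of 0.189 and 0.317 in the CD37-/- libraries, from 196 to 558 reads per library. Its log2 fold change was 0.06 on log2(FPKM + 1) and -0.01 without CD37-/- replicate 2, and the difference was within the spread between replicates. With all genes above 0 tested, its adjusted p was 0.655 (limma with Benjamini-Hochberg adjustment). *Itgb7* was the only one of the 5 integrin genes tested that was lower in CD37-/- LSCs at an unadjusted p under 0.05. *Itgb2* (log2 fold change 1.55, adjusted p = 0.0747), *Itgal* (1.13, adjusted p = 0.101) and *Itgb1* (0.45, adjusted p = 0.195) were higher and *Itga5* (-0.05, adjusted p = 0.888) was near 0 (limma with Benjamini-Hochberg adjustment). As a list, the 5 integrin genes had a median log2 fold change of 0.45 (adjusted p = 0.42 from limma's camera with Benjamini-Hochberg adjustment). With all genes above 0 tested, the list held 22 integrin genes, 11 higher and 11 lower, with a median of 0.0 (adjusted p = 0.99 from the same limma test with Benjamini-Hochberg adjustment). The paper states that, considering the difference in ITGB7 between CD37 fl/fl and CD37-/- LSCs, ITGB7 and its paired subunit ITGA4 were chosen as representatives for its experiments on integrin signaling.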

Western blot analysis of THP-1 and OCI-AML2 cells indicated that CD37 deficiency resulted in diminished phosphorylation of AKT, reduced expression of BCL2, ITGA4, and ITGB7, and elevated expression of p27 (Figure 6F). Moreover, when cocultured with HS-5, the level of AKT phosphorylation was significantly elevated in both THP-1 and OCI-AML2 cells, indicating the activation of the PI3K-AKT pathway within the stroma-mediated microenvironment (Figure 6F).

### CD37 protects against chemotherapy and targeted immunotherapy

Next, the response of CD37^fl/fl^ and CD37^−/−^ AML cells to chemotherapy was also testified. When administrated with Ara-C, CD37-deficient AML LSCs co-cultured with stroma cells exhibited a significant increase in apoptosis, compared to normal AML LSCs (Figure 6G). In AML models, CD37^−/−^ recipients treated with Ara-C exhibited the longest survival among all groups (Figure 6H). However, the survival benefit was not as long as anticipated, potentially attributable to the delayed initiation of Ara-C treatment (at day 7).

Finally, THP-1 and OCI-AML2 cells were treated with BCL2 inhibitor venetoclax and CD37 ADC naratuximab. Naratuximab alone induced a modest increase in apoptosis in THP-1 and OCI-AML2 cells, whereas the combination of venetoclax and naratuximab significantly enhanced apoptosis (Figures 6I and 6J). The application of venetoclax in CD37-deficient THP-1 and OCI-AML2 cells also demonstrated a synergistic pro-apoptotic effect (Figures 6I and 6J).

Collectively, these findings suggested that CD37 played a protective role within the BM microenvironment and might contribute to chemotherapy resistance. Targeting CD37 and its downstream effector BCL2 may enhance the anti-tumor efficacy, thereby improving the effectiveness of immunotherapy.

### CD37 interacted with integrin α4β7

Previous studies have unveiled that TSPANs, including CD37, functioned as scaffolding proteins and facilitated the recruitment of signaling receptors and adhesion molecules to form TEM (Detchokul et al., 2014). We wondered if CD37 interacted with integrins on the cell membrane. Immunofluorescence staining indicated that CD37 was co-localized with integrin α4β7 on the membrane of THP-1 and OCI-AML2 cells (Figure S6C). In co-immunoprecipitation assay, the presence of ITGA4 and ITGB7 was verified in immunoprecipitation samples precipitated by anti-CD37 antibodies conjugated with protein A + G agarose (Figure S6D). A further verification using plasmids carrying exogenous CD37-FLAG, ITGA4-HIS, and ITGB7-HIS also indicated interactions between CD37-FLAG and ITGA4-HIS (ITGB7-HIS) (Figures S6E and S6F). In summary, CD37 interacted with integrin α4β7 on the cellular membrane of AML cells.

### Overexpression of integrin α4β7 rescued the phenotypes caused by CD37 loss

Considering the co-localization and functional association between CD37 and integrin α4β7, we invested whether overexpression of ITGA4 (ITGA4 OE) or ITGB7 (ITGB7 OE) could rescue the phenotypic effects caused by CD37 loss. ITGA4 OE and ITGB7 OE) were validated through qPCR and western blot (Figures S7A–S7C and 7A–7C). ITGA4 OE, as well as ITGB7 OE, accelerated the proliferation of THP-1 and OCI-AML2 cells transfected with shCD37 (Figures S7D and 7D), reduced their apoptosis (Figures S7E and 7E), and promoted cell cycle progression to a similar extent as observed in cells transfected with SCR (Figures S7F and 7F). Additionally, cell adhesion was also enhanced in CD37-deficient AML cells overexpressing ITGA4 or ITGB7 (Figures S7G and 7G). Upregulation of ITGA4/ITGB7 compensated for the decrease in AKT phosphorylation and BCL2 expression, as well as the increase in p27 expression, caused by CD37 loss (Figures S7H and 7H). Collectively, integrin α4β7 played a crucial role in modulating the downstream targets of CD37, and overexpression of integrin α4β7 ameliorated the phenotypic consequences caused by CD37 loss.

**Figure 7:**
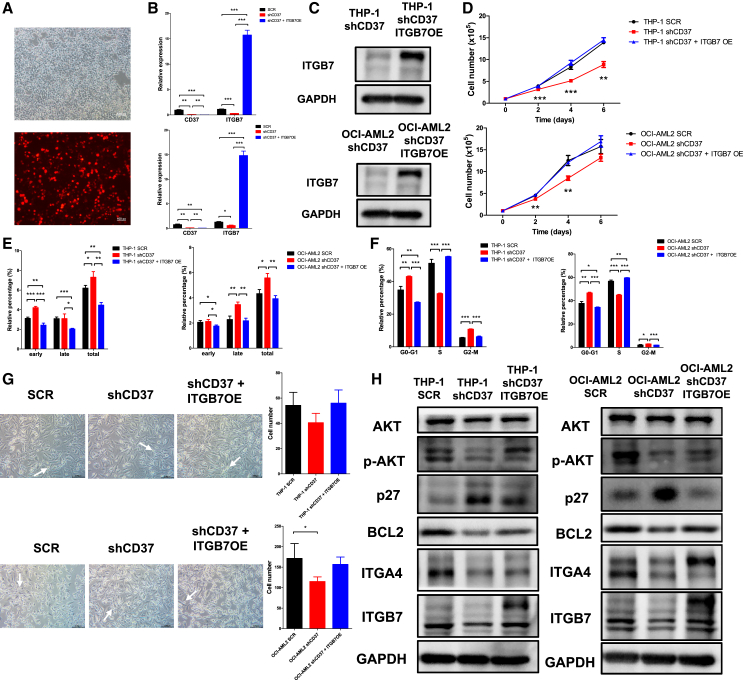
ITGB7 overexpression rescued the phenotypic effects caused by CD37 loss (A–C) Fluorescence imaging, qPCR, and western blot validation of ITGB7 overexpression. (A) scale bar, 100μm. (D) Cell proliferation in THP-1 and OCI-AML2 cells transfected with SCR, shCD37, or shCD37 + ITGB7 OE. (E and F) Quantification for apoptosis (E) and cell cycle distribution (F) in THP-1 and OCI-AML2 cells transfected with SCR, shCD37, or shCD37 + ITGB7 OE. (G) Representative images demonstrating the adherence of THP-1 cells (upper, scale bar, 100μm) or OCI-AML2 cells (lower, scale bar, 100μm) to HS-5 stroma cells. The white arrows indicate adherent AML cells. The number of adherent AML cells was also quantified. (H) Immunoblotting for key DEGs in THP-1 and OCI-AML2 cells transfected with SCR, shCD37, or shCD37 + ITGB7 OE. Error bars in (B), (D), (E), (F) and (G) were defined as mean ± SD. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001.

## Discussion

A major challenge in treating AML is the persistence of LSCs, which possess self-renewal capacity and exhibit less sensitivity to conventional chemotherapy (Mitchell and Steidl 2020; O'Reilly et al., 2021). CD37, a membrane protein predominantly expressed in the hematological system, is upregulated in AML, and patients with elevated CD37 expression demonstrated an unfavorable prognosis (Yan et al., 2021). By conducting a comprehensive analysis of online databases and employing qPCR data in AML cell lines, we have observed a significant upregulation of CD37 in M4 and M5 subtypes of AML. We hypothesized that CD37 might exert a pivotal role in AML with the same morphological classification (e.g., MLL-AF9 AML, which belonged to M5 subtype). We selected THP-1 (M5) and OCI-AML2 (M4) for further investigation, as their expression of CD37 was highest among all cell lines. Our *in vitro* studies provided compelling evidences demonstrating the pro-apoptotic effects of shRNA targeting CD37 in THP-1 and OCI-AML2 cells. These findings were consistent with previous studies identifying CD37 as a risk factor in AML (Yan et al., 2021). The diminished viability observed in AML cells transfected with shCD37 underscored CD37 as a promising therapeutic approach for the treatment of AML.

For *in vivo* studies, the absence of CD37 resulted in only marginal effects on normal hematopoiesis. The primary impact of CD37 loss was the alterations in mature cell differentiation. However, these alterations were mild and had no significant impact on hematopoietic reconstitution. In contrast, CD37 deletion significantly diminished the capacity of AML LSCs to repopulate and maintain leukemia upon continuous transplantation. CD37^−/−^ AML cells exhibited increased apoptosis, retarded cell cycle, and reduced adhesion to stroma cells, compared to CD37^fl/fl^ AML cells. CD37 deficiency resulted in decreased colony formation of AML LSCs on methylcellulose and reduced frequency of LSCs within leukemia blasts. These findings highlighted the regulatory role of CD37 in modulating the self-renewal of AML LSCs. The absence of statistical differences in the initial AML induction might attribute to imbalanced transfection efficacy of MSCV-MLL-AF9-IRES-YFP into Lin^−^ cells, which comprised hematopoietic cells at different stages and possess uneven self-renewal capabilities. One approach is to transplant a fixed number of YFP^+^ c-kit^+^ LSCs into new recipients, thereby standardizing the initial leukemic burden to ensure comparability in subsequent secondary and tertiary leukemia models.

Transcriptome sequencing and subsequent qPCR and western blot validation indicated that CD37 deficiency in AML LSCs leads to reduced AKT phosphorylation, decreased BCL2 expression, and increased p27 expression, which was consistent with the pro-apoptotic phenotype observed in CD37^−/−^ AML LSCs. Furthermore, CD37 knockdown in AML cell lines resulted in decreased activation of PI3K-AKT pathway and reduced expression of various integrins, including ITGA4 and ITGB7. Immunofluorescence assay and coimmunoprecipitation experiments confirmed the existence of protein-protein interactions between CD37 and integrin α4β7. Overexpression of integrin α4β7 in AML cells transfected with shCD37 compensated for the anti-proliferative effect caused by CD37 loss, suggesting that CD37 regulates its downstream targets partially through integrin-mediated PI3K-AKT signaling.

The interactions between TSPANs and partner proteins in TEM had been extensively documented in various studies. For example, CD82 could regulate the localization of β1 integrins on the cell membrane and activate subcellular p38-MAPK pathway, thereby promoting AML cell survival (Floren et al., 2020). The loss of CD37 in neutrophils resulted in enhanced internalization of leukocyte function-associated antigen (LFA)-1 and reduced actin accumulation, thereby disturbing neutrophil adhesion and migration (Wee et al., 2015). Our findings demonstrated that CD37 not only interacted with integrins but also regulated integrin expression at the transcriptional level. Previous studies have also indicated that CD37 itself could participate in the regulation of downstream targets, such as SHP-1, SYK, and GSK3β, through its cytoplasmic tails (Lapalombella et al., 2012), suggesting diverse regulatory mechanisms. Further investigations are needed to identify pathways and transcriptional regulators implicated in CD37-mediated processes.

Persistent activation of PI3K-AKT pathway was observed in 50%–80% of individuals with AML, accompanied by a reduction in overall survival (Park et al., 2009). The substrates of AKT played a crucial role in regulating cell cycle, proliferation, and metabolism (Bertacchini et al., 2015; Manning and Toker 2017). For instance, patients with AML harboring FLT3-LTD mutation exhibited pronounced activation of AKT and subsequent phosphorylation of FOXO3a, which inhibited the expression of p27 and the pro-apoptotic protein Bcl-2 interacting mediator of cell death (BIM), facilitating cell cycle progression (Brandts et al., 2005). PI3K-AKT pathway also played a pivotal role in the regulation of MLL-AF9-induced AML and the survival of AML LSCs. For example, deficiency of S6K1, a downstream effector of mTORC1, enhanced the survival of recipient mice transplanted with MLL-AF9 LSCs (Ghosh et al., 2016). Inhibition of HDAC3, a facilitator of AKT phosphorylation, significantly impeded AML progression and enhanced the susceptibility of MLL-AF9-positive AML cells to chemotherapy (Long et al., 2017). Collectively, these studies provided compelling evidences for the pivotal role of PI3K-AKT pathway in the regulation of AML cell survival.

Taken together, our findings demonstrate a regulatory role of CD37 in MLL-AF9-induced AML, in which CD37 interacts with integrin family members (e.g., α4β7) and governs the survival of AML cells as well as the self-renewal of AML LSCs through integrin-mediated PI3K-AKT-BCL2/P27 signaling. The regulatory mechanism of CD37 is summarized in Figure S7I. Our study shed a different light for targeted therapy of AML, indicating CD37 as a safe and promising target for immunotherapy. However, there were still some limitations. For instance, the clinical sample size was limited, and the mechanisms underlying CD37-integrin interactions were not fully elucidated. Moreover, the *in vivo* chemotherapy experiments require additional replication. Further studies are essential to comprehensively assess the efficacy and safety of CD37-targeted immunotherapy in AML.

## Methods

### Method details

#### Cell culture

THP-1, OCI-AML2, MV4-11, K562, NALM-6, JURKAT, KG-1α, and NB4 were cultured in RPMI 1640 medium (Gibco, 11875-093) with 10% fetal bovine serum (FBS) (BI, 04-001-1A) and 1% penicillin/streptomycin (Gibco, 15140-122). HEL, SUP-B15, and HL-60 were cultured in IMDM medium (Gibco, 12440-061) with 10% FBS and 1% penicillin-streptomycin (PS). OP9 was maintained in MEM-α (Gibco, 12561-056) with 20% FBS and 1% PS. 293T and HS-5 were maintained in DMEM (Gibco, 11965-092) containing 10% FBS and 1% PS. All cell lines were tested as mycoplasma negative.

#### Lentiviral infection

shRNA sequences were cloned into pLVX-shRNA vector (Clontech Laboratories). 293T cells were transfected with shRNA plasmids together with Delta-89 and VSVG (Addgene) using Lipo293 Transfection Reagent (Beyotime, C0521). The supernatant was collected 48 h after transfection, strained with 0.45 μm filter (Millipore, SLHVR33RB), mixed with polybrene (10 μg/mL, 1:1000), and added to target cells for centrifugation of 2 h. The cells were cultured at 37°C overnight and re-infected with the supernatant collected 72 h after transfection. The target cells were purified with puromycin (1 mg/mL, 1:1,000) and subjected to further analysis.

#### Generation of experimental mice

For conditional knockout of CD37, 8-week-old CD37^fl/fl^, Cre^+^ mice were intraperitoneally injected with tamoxifen (Solarbio, 10540-29-1) resolved in corn oil (20 mg/kg) for 5 consecutive days. For genotyping analysis, Quick Genotyping Assay Kit (Beyotime, D7283M) was applied to extract genomic DNA from mice tail. The genotypes of the experimental mice were verified by PCR, and the primers are listed in Table S2.

#### Transplantation assay for normal hematopoiesis

For BM transplantation, lineage-negative (Lin^−^) BM cells were obtained from CD37^fl/fl^, Cre^+^ mice or CD37^−/−^ mice and purified with magnetic beads (Miltenyi, 130-090-858), followed by transplantation into lethally irradiated (8.0 Gy) CD45.1 mice. The peripheral blood of recipient mice was collected monthly post transplantation, and the frequency of CD45.2-positive cells was quantified by flow cytometry. The recipients were euthanized 6 months after transplantation, and the BM cells were labeled with flow cytometry antibodies for differentiation assays. For conditional knockout of CD37, the experimental methods were mentioned earlier.

#### Generation of leukemia models

To initiate MLL-AF9 leukemia, Lin^−^ BM cells were obtained from CD37^fl/fl^, Cre^+^ mice and retrovirally infected with MSCV-MLL-AF9-IRES-YFP and PCL-ECO (Addgene). The Lin^−^ cells were cultured in RPMI 1640 medium with 20% FBS, 1% PS, 10 ng/mL mouse interleukin (IL)-3, IL-6, stem cell factor (SCF), and granulocyte colony stimulating factor (G-CSF). YFP^+^ Lin^−^ cells were harvested 48 h after infection and transplanted into sublethally irradiated (7.5 Gy) C57 mice through intravenous injection. Tamoxifen or corn oil was intraperitoneally administrated into recipient mice 7 days after transplantation. Peripheral blood of recipient mice was collected weekly following transplantation, and the proportion of YFP^+^ cells was analyzed by flow cytometry. Premorbid mice were sacrificed, and relevant tissues were harvested for subsequent analysis. For continuous transplantation, YFP^+^, c-kit^+^ cells from established leukemia were sorted and transplanted into sublethally irradiated (6.5 Gy) new recipient C57 mice (4,000 YFP^+^, c-kit^+^ cells per mouse) together with sufficient BM-supporting cells. For the gradient transplantation model, 2,000, 1,000, or 500 YFP^+^, c-kit^+^ cells together with sufficient BM-supporting cells were transplanted into sublethally irradiated (6.5 Gy) recipient C57 mice, and the frequency of LSCs was determined using the online software ELDA (Hu and Smyth 2009). For homing assays, 5 × 10^6^ YFP^+^ cells were transplanted into sublethally irradiated (7.5 Gy) C57 mice. The recipients were euthanized 18–20 h post transplantation for subsequent analysis. For Ara-C treatment, 200 mg/kg Ara-C was intravenously injected into recipients 1 week after transplantation of CD37^fl/fl^ or CD37^−/−^ AML LSCs, and the treatment was continued for 5 consecutive days. 0.9% saline was taken as negative control.

#### Colony formation assay

1,000 YFP^+^, c-kit^+^ cells isolated from leukemia mice transplanted with CD37^fl/fl^ or CD37^−/−^ AML LSCs were plated on methylcellulose medium (STEMCELL, M3434) in a 6-well plate and incubated at 37°C for 10–14 days. The number of colonies was quantified using an inverted microscope. The size and density of colonies were analyzed using FlowJo.

#### Statistics

All data were obtained from independent experiments. Quantitative data were represented as mean ± SD. Statistical differences between two independent groups were assessed using unpaired 2-tailed Student’s t test. Mann-Whitney U test was used to compare differences between nonparametric data. One-way analysis of variance was applied to assess differences among multiple groups. Log rank test was employed to compare differences in Kaplan-Meier survival analysis, and the survival curves were depicted in R 4.1.1. Flow cytometry data were analyzed in FlowJo 10.4. The histograms and line charts were generated using GraphPad Prism 8. “*n*” in the figure legends indicated the number of mice. *p* < 0.05 was considered as statistically significant (^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001).

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Aibin Liang ().

### Materials availability

All unique/stable reagents generated in the current study are available from the lead contact on reasonable request.

### Data and code availability

The data and codes generated in the current study are available from the lead contact on reasonable request. The accession number for the transcriptome sequencing reported in this paper is GEO: GSE292186.

## Acknowledgments

The author would like to thank Professor Yi Sun (Tongji Hospital, Shanghai, China) for providing kind suggestions on article layout and J.X. for providing experimental facilities. This study was partially supported by the 10.13039/501100001809National Natural Science Foundation of China (grant no. 81770151).

## Author contributions

J.L. designed the research, performed the experiments, analyzed the data, and drafted the manuscript. L.L. designed the research, performed part of the experiments, and analyzed the data. W.Z., G.W., J.X., and A.L. provided materials, designed the research, and revised the manuscript. Z.L., X.T., Y.M., and N.L. provided materials and performed part of the experiments. J.W. and Y.Z. provided materials and suggestions for the experiments. All authors have read and approved the final manuscript.

## Declaration of interests

The authors declare no competing interests.

# Supplementary material for: CD37 regulates the self-renewal of leukemic stem cells via integrin-mediated signaling in acute myeloid leukemia
**Source:** Stem Cell Reports. 2025 Apr 17;20(5):102476. doi: 10.1016/j.stemcr.2025.102476
**Supplement:** Document S1. Figures S1–S7, Tables S1–S3, and supplemental methods

**Supplemental Information**

**CD37 regulates the self-renewal of leukemic stem cells via integrin-mediated signaling in acute myeloid leukemia**

**Jinyuan Lu, Lixin Lv, Xiaoxue Tian, Zheng Li, Yuting Ma, Nannan Li, Jian Wang, Guangming Wang, Yu Zeng, Wenjun Zhang, Jun Xu, and Aibin Liang**

## Supplemental Figures

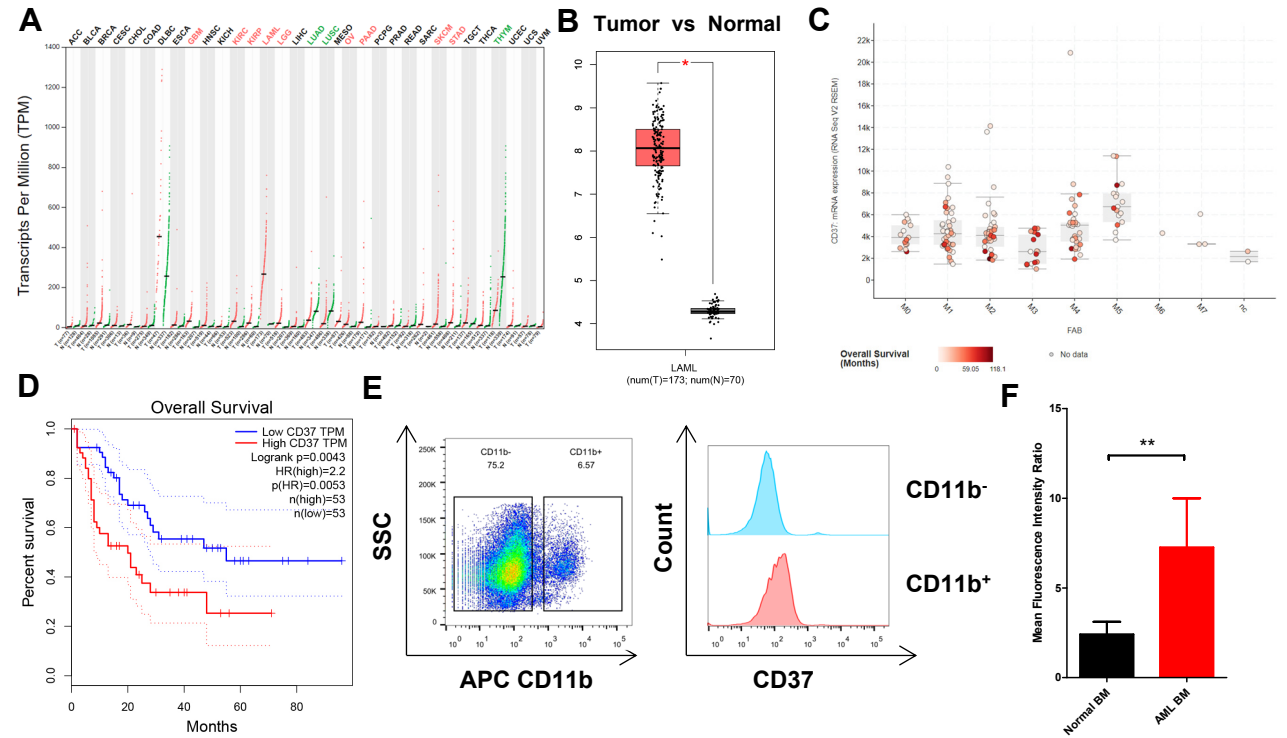

**Figure S1.** CD37 was upregulated in human AML cells

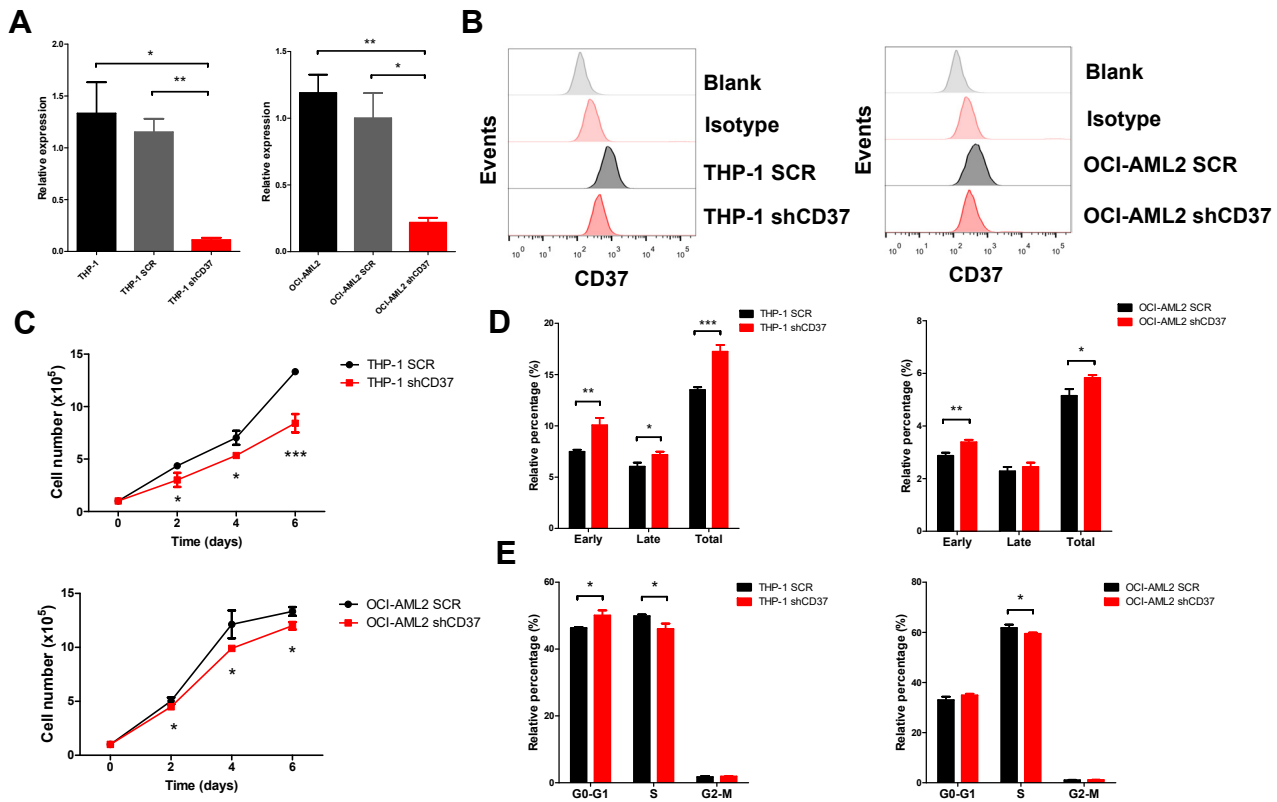

**Figure S2.** CD37 knockdown inhibited the proliferation of human AML cell lines

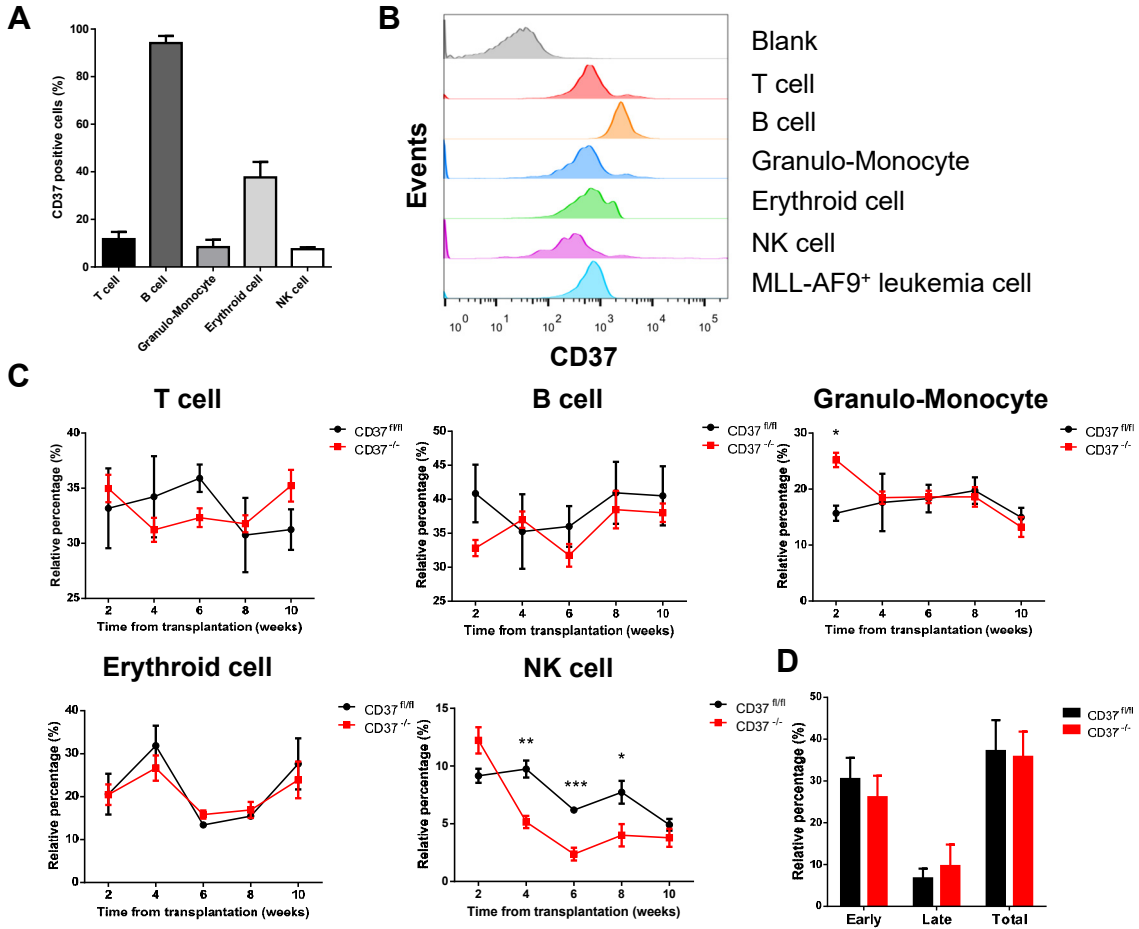

**Figure S3.** CD37 deficiency had a minor effect on normal BM cell differentiation

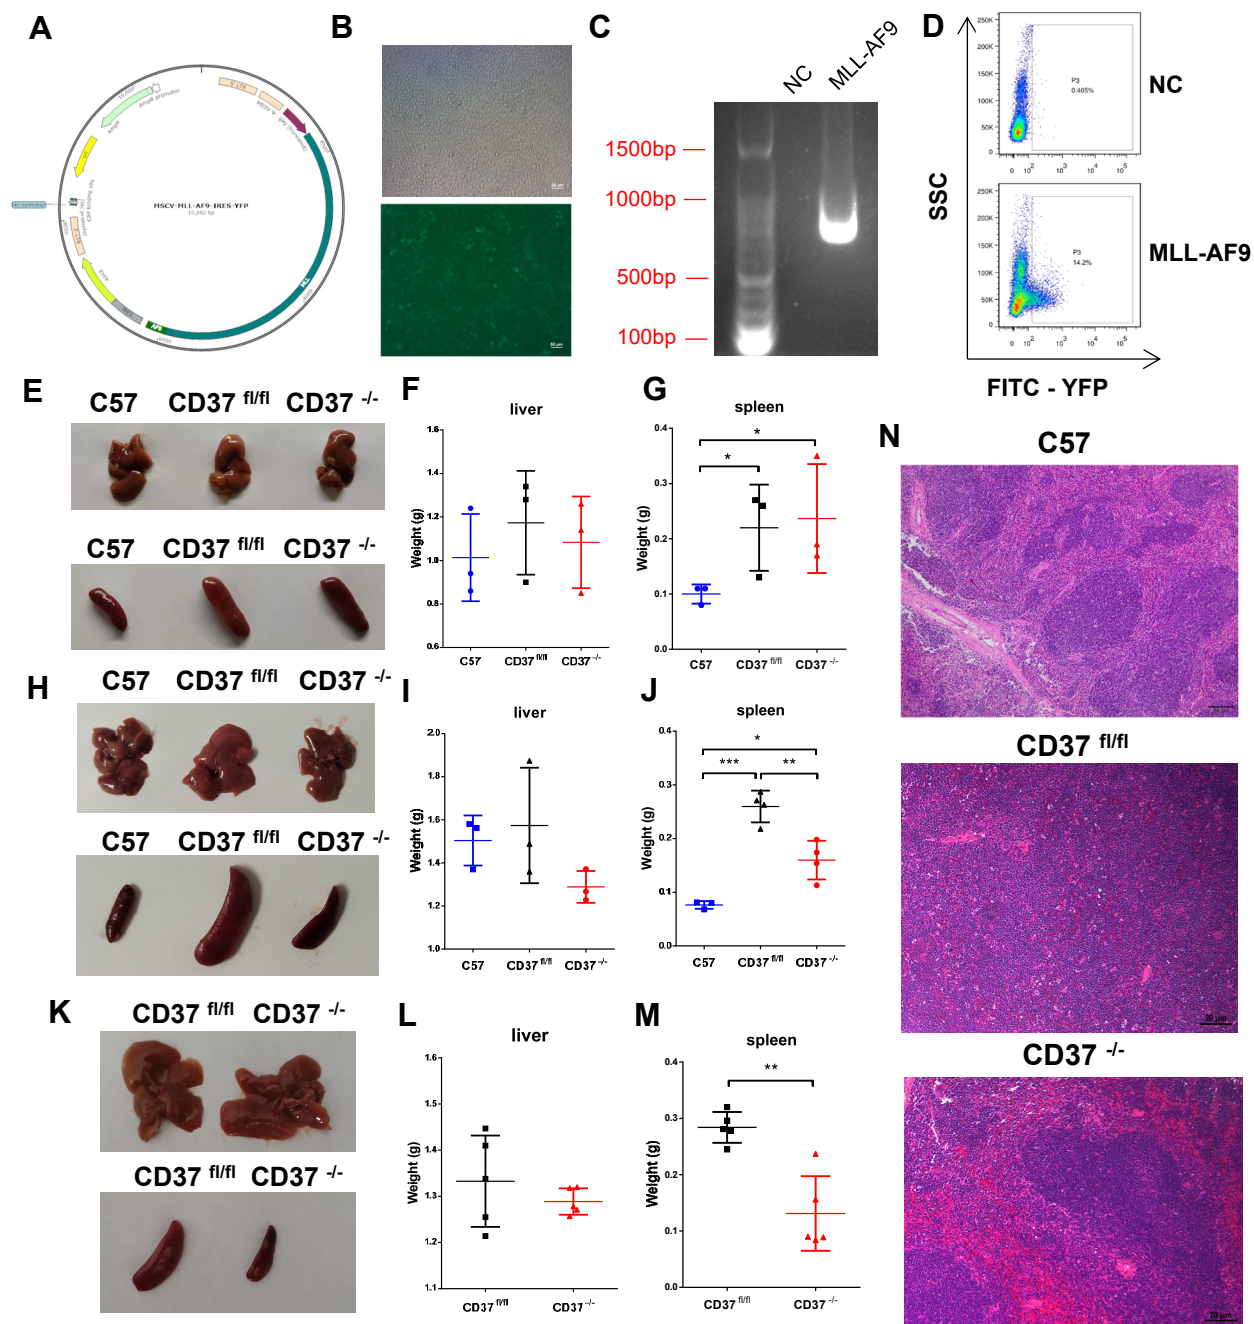

**Figure S4.** MLL-AF9 transfection efficacy and pathological changes in MLL-AF9 AML

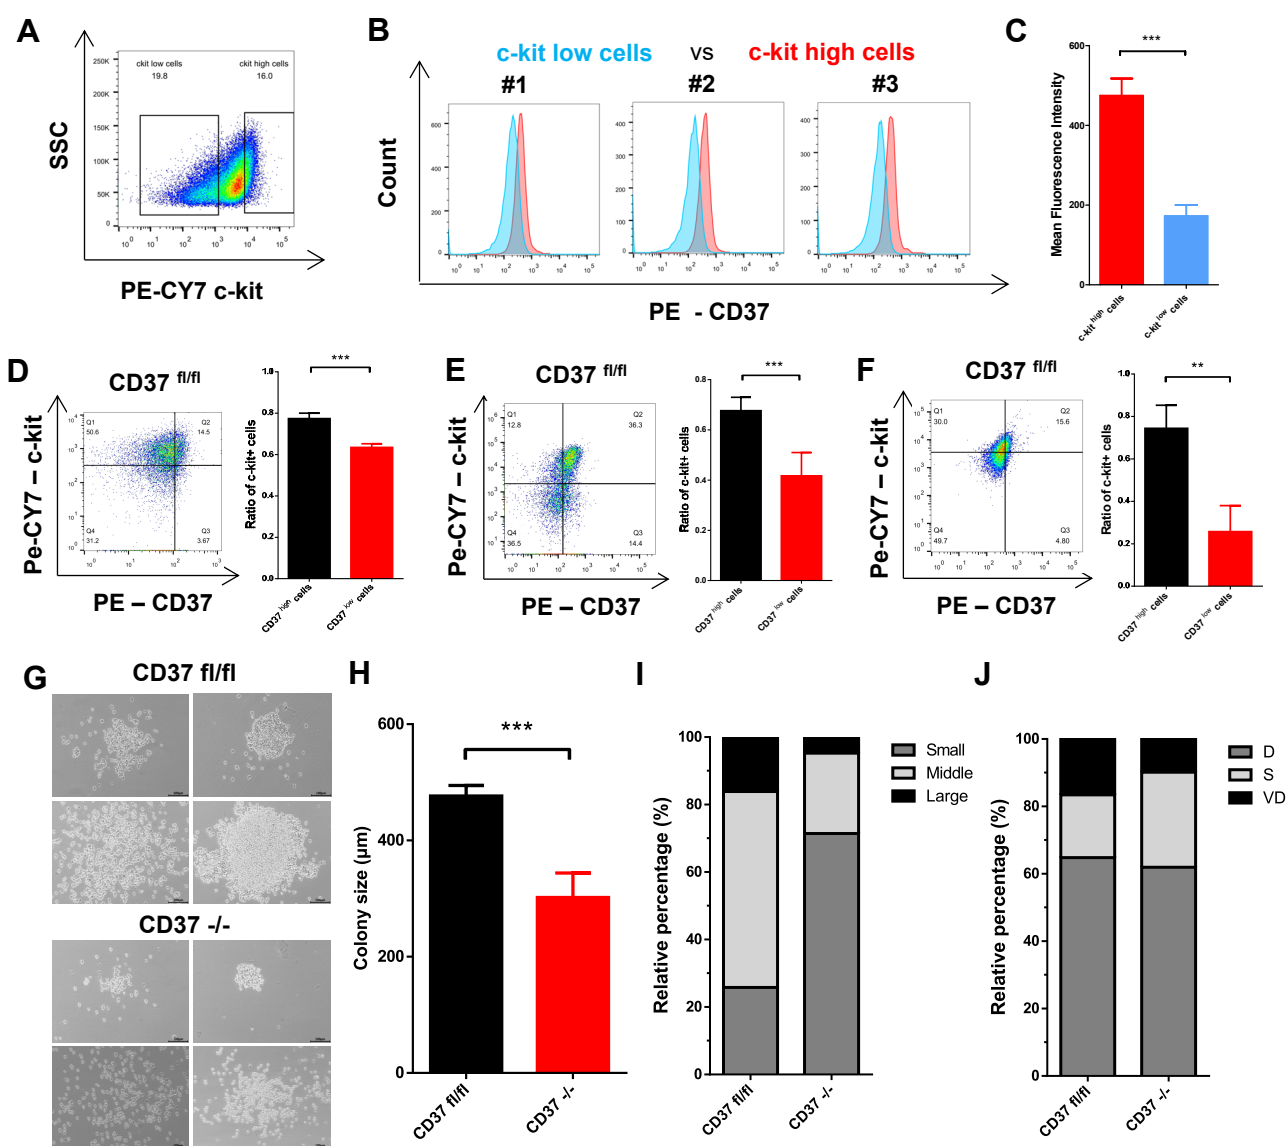

**Figure S5.** CD37 was enriched in LSCs and CD37 deficiency impaired the colony formation of LSCs

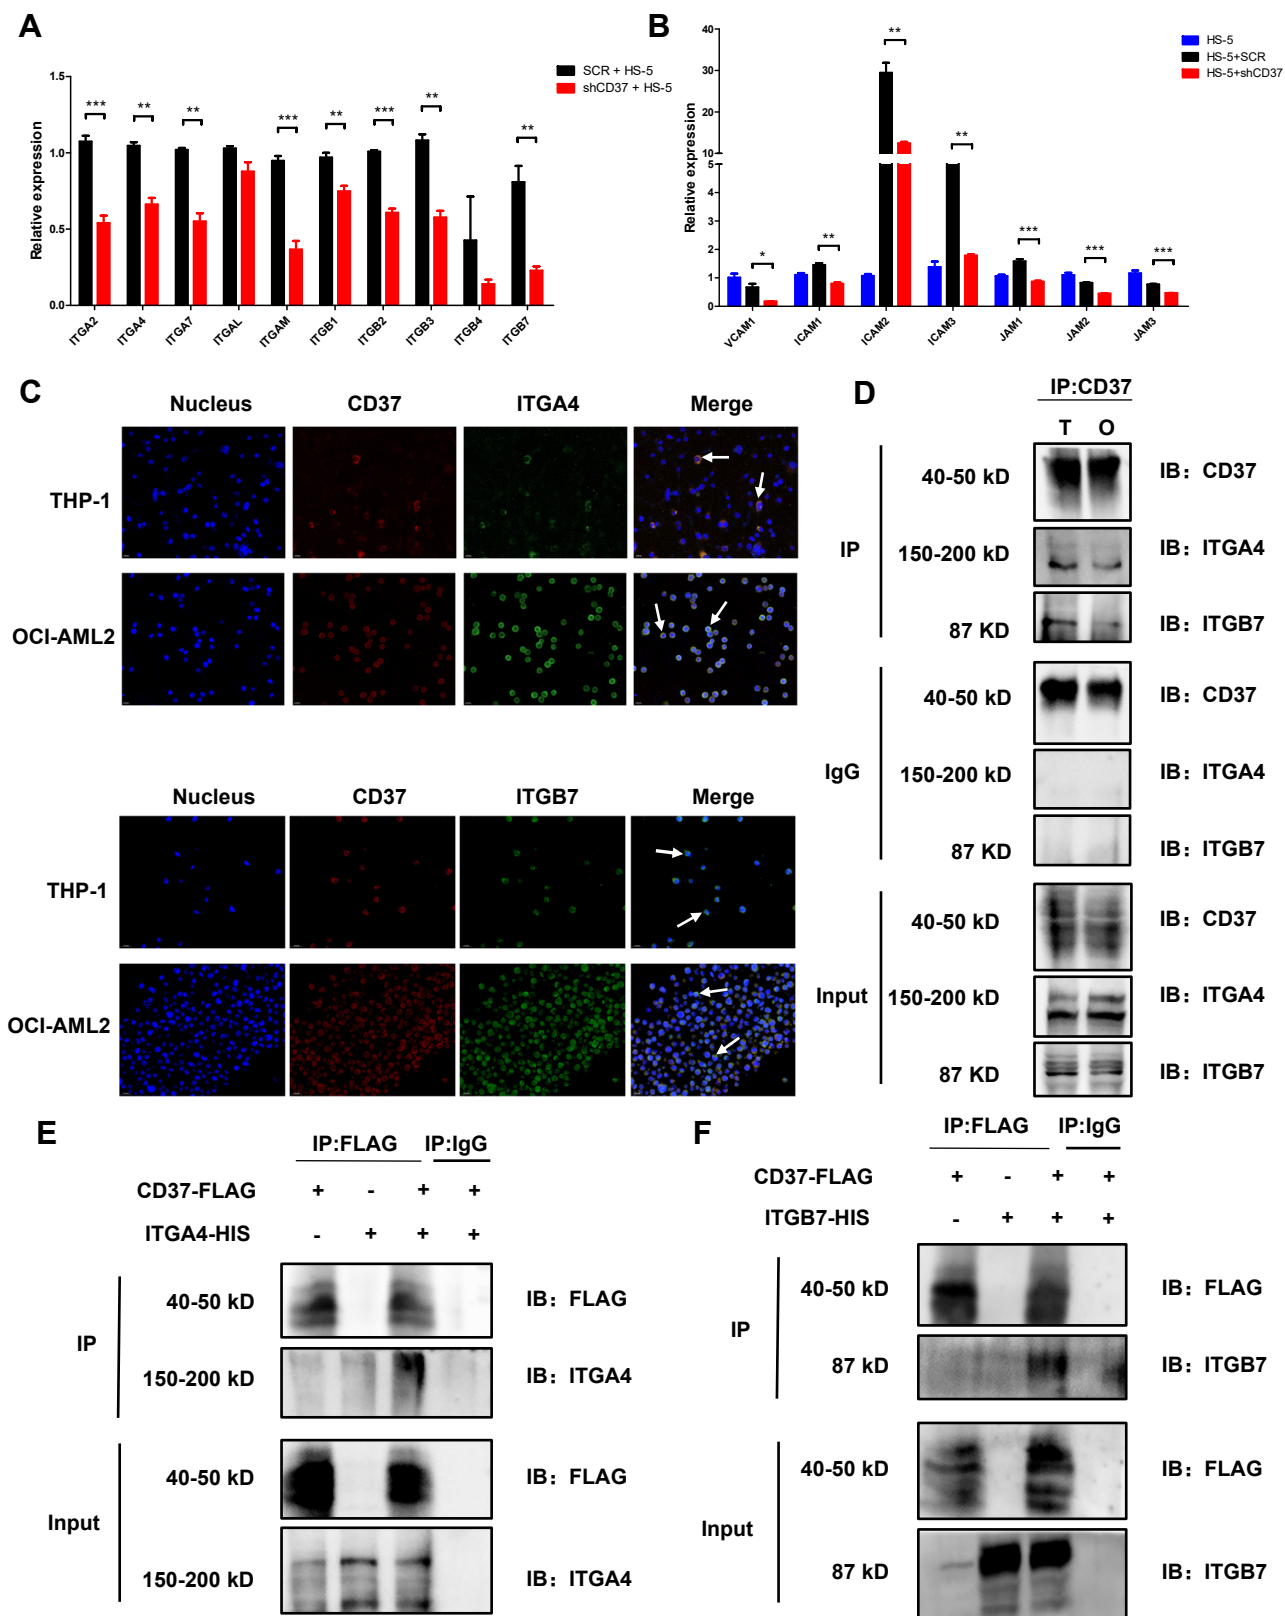

**Figure S6.** CD37 regulated the expression of integrins and interacted with integrin  $\alpha 4\beta 7$

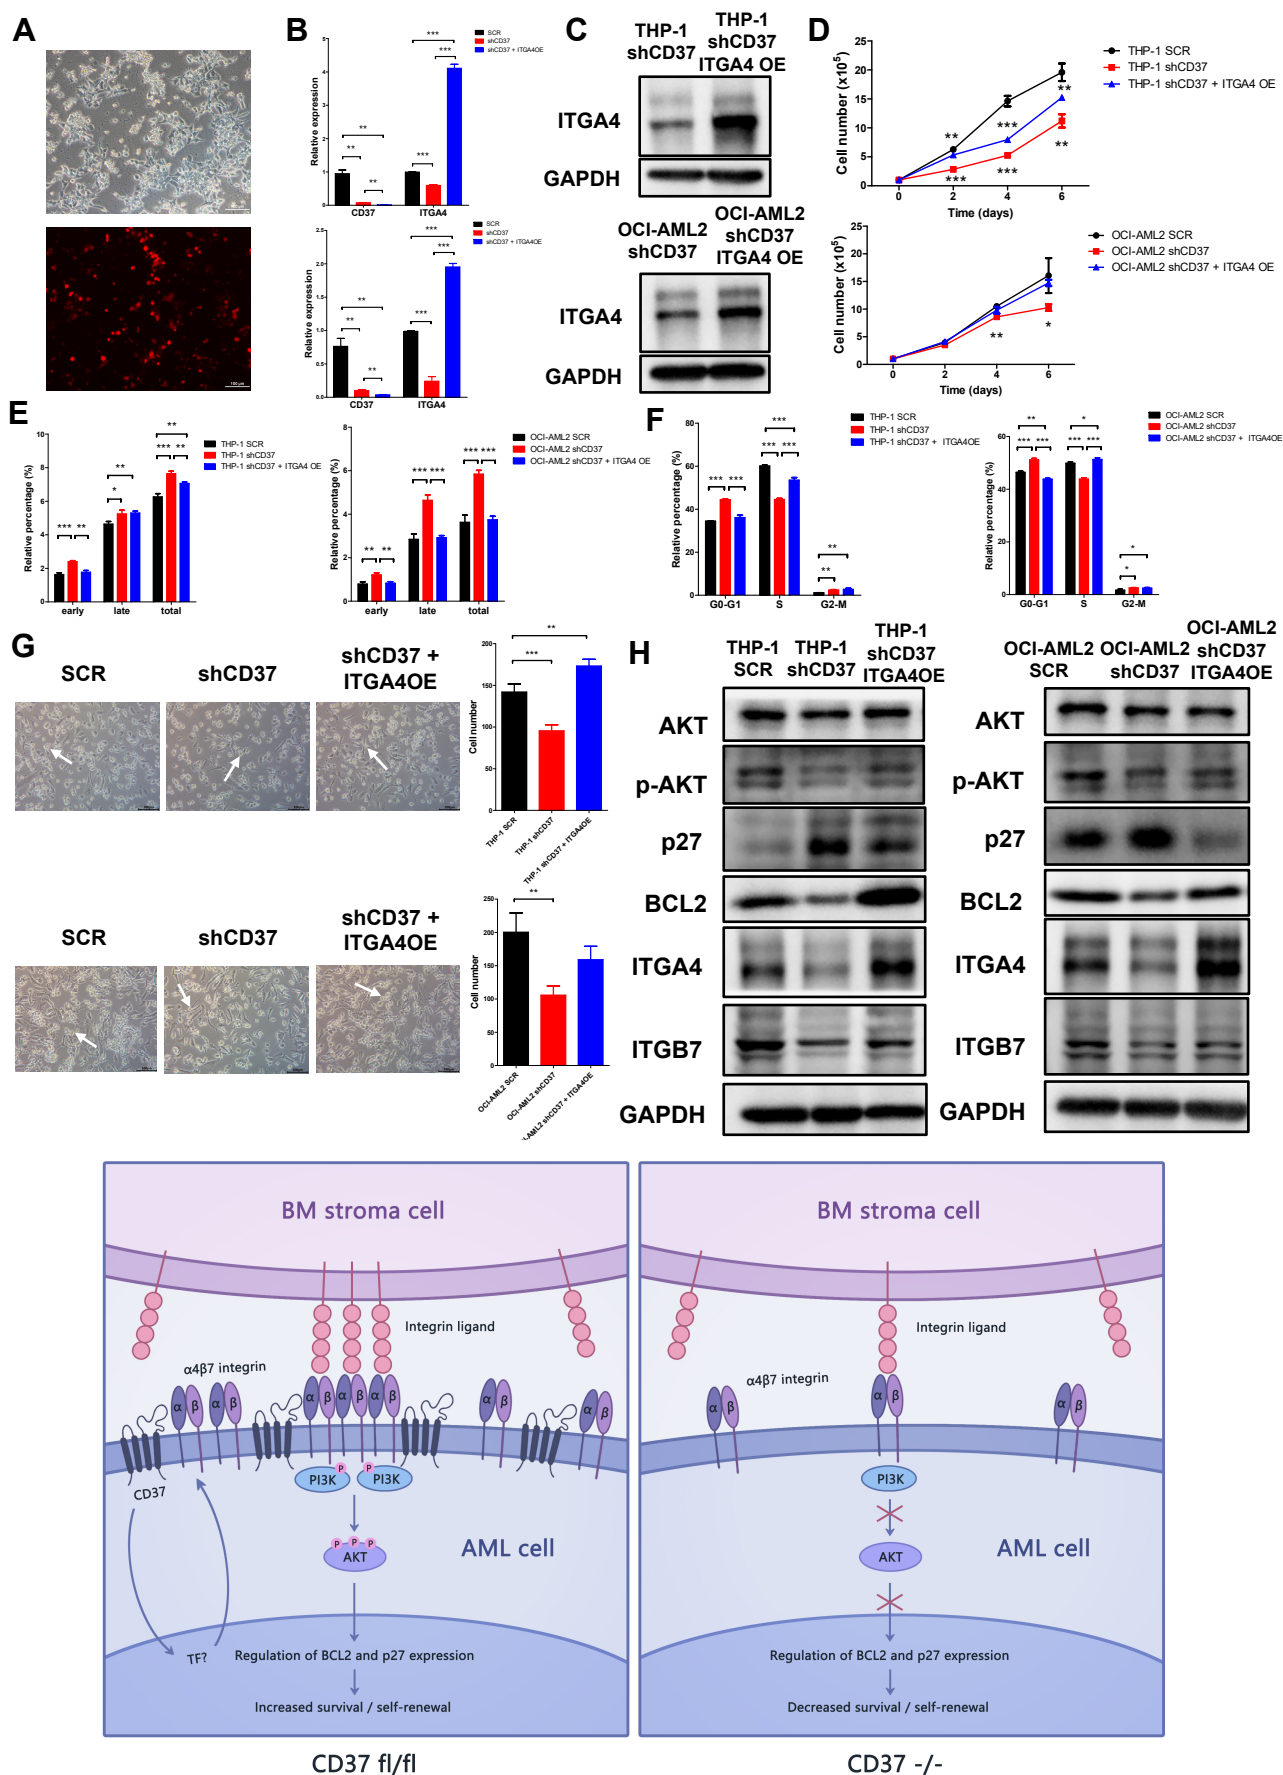

**Figure S7.** ITGA4 overexpression rescued the phenotypic effects caused by CD37 loss

## Supplemental figure legends

### **Figure S1. CD37 was upregulated in human AML cells.**

(A-B) CD37 expression profile among all TCGA tumors (A) or specifically in LAML (B). The data were analyzed using the online database GEPIA.

(C) CD37 expression in different AML subtypes. Dot color represents the duration of overall survival (OS), A deeper red color suggests a longer OS, whereas a lighter white color indicates a shorter OS. The image was depicted on cBioPortal.

(D) Survival plot for LAML patients with high or low expression of CD37. The survival data were analyzed using the online database GEPIA.

(E) Representative flow cytometric analysis of CD37 expression in CD11b<sup>-</sup> or CD11b<sup>+</sup> AML cells.

(F) The mean fluorescence intensity ratio (MFIR) of CD37 in CD11b<sup>+</sup> normal and AML BM cells (n=4 for normal BM and n=7 for AML BM).

Error bars in (F) were defined as mean  $\pm$  SD. \* $p < 0.05$ , \*\* $p < 0.01$ .

### **Figure S2. CD37 knockdown inhibited the proliferation of human AML cell lines.**

(A-B) qPCR and flow cytometric validation of CD37 knockdown efficiency in THP-1 and OCI-AML2 cells with another sequence targeting CD37 (shCD37-2).

(C) Cell proliferation in THP-1 and OCI-AML2 cells transfected with SCR or shCD37.

(D) Quantification of early, late and total apoptotic cells in THP-1 and OCI-AML2 cells transfected with SCR or shCD37.

(E) Quantification of cells in G0-G1 phase, S phase or G2-M phase in THP-1 and OCI-AML2 cells transfected with SCR or shCD37. Error bars in (A), (C), (D) and (E) were defined as mean  $\pm$  SD. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ .

**Figure S3. CD37 deficiency had a minor effect on normal BM cell differentiation.**

(A) CD37 positive rate in murine T cells, B cells, granulo-monocytes, erythroid cells and NK cells (n=4).

(B) Flow cytometric validation of CD37 expression in different types of murine cells.

(C) The trends in the proportions of T cells, B cells, granulo-monocytes, erythroid cells and NK cells in the peripheral blood following tamoxifen or corn oil administration (n=4 for each).

(D) Quantification of apoptotic NK cells in the peripheral blood of CD37<sup>fl/fl</sup> and CD37<sup>-/-</sup> mice at week 10 (n=4 for each). Error bars in (A), (C) and (D) were defined as mean  $\pm$  SD. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ .

**Figure S4. MLL-AF9 transfection efficacy and pathological changes in MLL-AF9 AML.**

- (A) The structure of MSCV-MLL-AF9-IRES-YFP plasmid.
- (B) Fluorescence imaging of YFP<sup>+</sup> cells (scale bar = 50μm).
- (C) PCR validation of MLL-AF9 expression in Lin<sup>-</sup> cells transfected with MSCV-MLL-AF9-IRES-YFP. The PCR primers targeting MLL-AF9 were listed in [Supplementary Table 2](#).
- (D) Flow cytometric validation of YFP expression in Lin<sup>-</sup> cells transfected with MSCV-MLL-AF9-IRES-YFP.
- (E, H and K) The morphology of livers and spleens obtained from normal C57 mice or C57 mice transplanted with CD37<sup>fl/fl</sup> or CD37<sup>-/-</sup> AML LSCs. (E) primary AML; (H) secondary AML; (K) tertiary AML.
- (F-G, I-J and L-M) Liver and spleen weight of normal C57 mice or C57 mice transplanted with CD37<sup>fl/fl</sup> or CD37<sup>-/-</sup> AML LSCs. (F-G) primary AML (n=3); (I-J) secondary AML (n=4); (L-M) tertiary AML (n=5).
- (N) Hematoxylin-Eosin (HE) staining for the spleen tissues obtained from normal C57 mice (upper panel, scale bar = 50μm) or C57 mice transplanted with CD37<sup>fl/fl</sup> or CD37<sup>-/-</sup> AML LSCs (middle and lower panel, respectively, scale bar = 20μm) in the secondary AML. Error bars in (F), (G), (I), (J), (L) and (M) were defined as mean ± SD. \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001.

**Figure S5. CD37 was enriched in LSCs and CD37 deficiency impaired**

**the colony formation of LSCs.**

(A-C) Representative flow cytometric analysis of CD37 expression in c-kit<sup>high</sup> or c-kit<sup>low</sup> AML LSCs (A-B). The MFI of CD37 in c-kit<sup>high</sup> or c-kit<sup>low</sup> AML LSCs was also quantified (C, n=3).

(D-F) Representative flow cytometric analysis of CD37 and c-kit expression in CD37<sup>fl/fl</sup> AML LSCs. The proportion of c-kit<sup>+</sup> cells in CD37<sup>high</sup> cells or CD37<sup>low</sup> cells was also quantified. (D) primary AML (n=4); (E) secondary AML (n=5); (F) tertiary AML (n=3).

(G) Representative images demonstrating the colony formation of CD37<sup>fl/fl</sup> and CD37<sup>-/-</sup> AML LSCs in the secondary transplantation model (scale bar = 100μm).

(H) Quantification of colony size for each group (indicated as diameter, μm).

(I) Quantification of small (<370μm), middle (370-630μm) and large (>630μm) colonies for each group. By depicting a histogram to represent colony sizes, optimal intervals for the cutoff values were determined.

(J) Quantification of dense (D), very dense (VD) and sparse (S) colonies for each group. Error bars in (C), (D), (E), (F) and (H) were defined as mean ± SD. \*\**p* < 0.01, \*\*\**p* < 0.001.

**Figure S6. CD37 regulated the expression of integrins and interacted with integrin α4β7.**

(A-B) qPCR analysis for the expression of integrins on OCI-AML2 cells (A) and integrin ligands on HS-5 stroma cells (B). OCI-AML2 cells transfected with SCR or shCD37 were co-cultured with HS-5 cells for 24 hours and subjected to RNA extraction, cDNA synthesis and qPCR verification.

(C) Representative immunofluorescence images (40x, scale bar = 20 $\mu$ m) demonstrating the location of CD37 and ITGA4/ITGB7 on the membrane of THP-1 and OCI-AML2 cells. The white arrows indicate co-localization of CD37 and ITGA4/ITGB7.

(D) Endogenous co-immunoprecipitation assay for THP-1 (T) and OCI-AML2 (O). CD37 antibody was applied for immunoprecipitation. Simultaneously, rabbit IgG was employed as negative control. A portion of the protein lysates were utilized as input samples. Antibodies targeting CD37, ITGA4 and ITGB7 were administrated for subsequent immunoblotting. The 40-50KD band immunoprecipitated by CD37 antibody in the IgG group represent nonspecific binding of Fc region of the antibody.

(E-F) Exogenous co-immunoprecipitation assay. (E) 293T cells were transfected with CD37-FLAG, ITGA4-HIS or both, and subjected to co-IP and immunoblotting. (F) 293T cells were transfected with CD37-FLAG, ITGB7-HIS or both, and subjected to co-IP and immunoblotting. Error bars in (A) and (B) were defined as mean  $\pm$  SD. \* $p$  < 0.05, \*\* $p$  < 0.01, \*\*\* $p$  <

0.001.

**Figure S7. ITGA4 overexpression rescued the phenotypic effects caused by CD37 loss.**

(A-C) Fluorescence imaging, qPCR and Western blot validation of ITGA4 overexpression. (A) Scale bar = 100 $\mu$ m.

(D) Cell proliferation in THP-1 and OCI-AML2 cells transfected with SCR, shCD37 or shCD37 + ITGA4 OE.

(E-F) Quantification for apoptosis (E) and cell cycle distribution (F) in THP-1 and OCI-AML2 cells transfected with SCR, shCD37 or shCD37 + ITGA4 OE.

(G) Representative images demonstrating the adherence of THP-1 cells (upper, scale bar = 100 $\mu$ m) or OCI-AML2 cells (lower, scale bar = 100 $\mu$ m) to HS-5 stroma cells. The white arrows indicate adherent AML cells. The number of adherent AML cells was also quantified.

(H) Immunoblotting for key DEGs in THP-1 and OCI-AML2 cells transfected with SCR, shCD37 or shCD37 + ITGA4 OE.

(I) The schematic diagram illustrating the regulatory role of CD37 in AML. CD37 facilitates the transduction of integrin mediated PI3K-AKT signaling in AML cell lines as well as AML LSCs. In the absence of CD37, integrins (e.g.  $\alpha 4\beta 7$ ) undergo transcriptional downregulation and reduced accumulation, followed by diminished AKT phosphorylation, decreased

BCL2 expression and elevated p27 expression, which collectively contribute to a compromised AML cell survival. Error bars in (B), (D), (E), (F) and (G) were defined as mean  $\pm$  SD. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ .

## Supplementary Table 1

### qPCR primers

| Name       | Sequence                |
|------------|-------------------------|
| muCd37-F   | TTTGTCTTCGTGCCACTG      |
| muCd37-R   | AATGAGGATGCCCAGGGTAAT   |
| muCcnd2-F  | GAGTGGGAACCTGGTAGTGTTG  |
| muCcnd2-R  | GCACAGAGCGATGAAGGTC     |
| muCdkn1b-F | TCAAACGTGAGAGTGTCTAACG  |
| muCdkn1b-R | CCGGGCCGAAGAGATTTCTG    |
| muBcl2-F   | GCTACCGTCGTGACTTCGC     |
| muBcl2-R   | CCCCACCGAACTCAAAGAAGG   |
| muItgb7-F  | AAACGGTGCTGCCCTTTGTAA   |
| muItgb7-R  | CTCTCTCTCGAAGGCTTGAGC   |
| muPik3cb-F | CTATGGCAGACAACCTTGACAT  |
| muPik3cb-R | CTTCCCGAGGTACTTCCAACCT  |
| muGapdh-F  | TGACCTCAACTACATGGTCTACA |
| muGapdh-R  | CTTCCCATTCTCGGCCTTG     |
| huCD37-F   | CCAACGACTCCACAATCCTAGA  |
| huCD37-R   | GGCAAATGCCCCTATGGAAAT   |
| huITGA2-F  | CCTACAATGTTGGTCTCCCAGA  |
| huITGA2-R  | AGTAACCAGTTGCCTTTTGGATT |
| huITGA4-F  | AGCCCTAATGGAGAACCTTGT   |

---

|           |                         |
|-----------|-------------------------|
| huITGA4-R | CCAGTGGGGAGCTTATTTTCAT  |
| huITGA7-F | CTGACTCCATGTTCGGGATCA   |
| huITGA7-R | CACCTGTGAAGGTTTGGCG     |
| huITGAL-F | TGCTTATCATCATCACGGATGG  |
| huITGAL-R | CTCTCCTTGGTCTGAAAATGCT  |
| huITGAM-F | GCCTTGACCTTATGTCATGGG   |
| huITGAM-R | CCTGTGCTGTAGTCGCACT     |
| huITGB1-F | CAAGAGAGCTGAAGACTATCCCA |
| huITGB1-R | TGAAGTCCGAAGTAATCCTCCT  |
| huITGB2-F | AAGTGACGCTTTACCTGCGAC   |
| huITGB2-R | AAGCATGGAGTAGGAGAGGTC   |
| huITGB3-F | CATGAAGGATGATCTGTGGAGC  |
| huITGB3-R | AATCCGCAGGTTACTGGTGAG   |
| huITGB4-F | GCTTCACACCTATTTCCCTGTC  |
| huITGB4-R | GACCCAGTCCTCGTCTTCTG    |
| huITGB7-F | GCGCATTGGTTTTGGTTCCT    |
| huITGB7-R | AGATTGCCGGACACACTCTG    |
| huVCAM1-F | GGGAAGATGGTCGTGATCCTT   |
| huVCAM1-R | TCTGGGGTGGTCTCGATTTTA   |
| huICAM1-F | ATGCCCAGACATCTGTGTCC    |
| huICAM1-R | GGGGTCTCTATGCCCAACAA    |
| huICAM2-F | CGGATGAGAAGGTATTCGAGGT  |

---

---

|           |                       |
|-----------|-----------------------|
| huICAM2-R | CACCCACTTCAGGCTGGTTAC |
| huICAM3-F | GGAGTTCCTTTTGCGGGTG   |
| huICAM3-R | TCAGAGCTGGGACAATCAGTA |
| huJAM1-F  | GTGCCTACTCGGGCTTTTCTT |
| huJAM1-R  | GTCACCCGGTCCTCATAGGAA |
| huJAM2-F  | GCAGTAGAGTACCAAGAGGCT |
| huJAM2-R  | AGACACTCCGACCCAGTTTCT |
| huJAM3-F  | CGGCTGCCTGACTTCTTCC   |
| huJAM3-R  | TGGGGTTCGATTGCTGGATT  |
| huGAPDH-F | CTGGGCTACACTGAGCACC   |
| huGAPDH-R | AAGTGGTCGTTGAGGGCAATG |

---

## Supplementary Table 2

### PCR primers

| Name         | Sequence                    |
|--------------|-----------------------------|
| CD37-F       | GGTTACCCCTGGCTACTGA         |
| CD37-R       | ATCCCCCTGTCTCTATCTTGA       |
| Cre-F        | GAACCTGATGGACATGTTCAGG      |
| Cre-R        | AGTGCGTTTCGAACGCTAGAGCCTGT  |
| MLL-AF9-F    | CGTCGAGGAAAAGAGTGA          |
| MLL-AF9-R    | ATGTTTCCAGGTA ACTCTGTAGT    |
| Mycoplasma-F | GGGAGCAAACAGGATTAGATACCCT   |
| Mycoplasma-R | TGCACCATCTGTCACTCTGTTAACCTC |

### **Supplementary Table 3**

#### **Human patient information**

## Supplemental Methods

### Cell lines, animals and patient samples

THP-1, OCI-AML2, MV4-11, K562, NALM-6, JURKAT, HEL, SUP-B15, HL-60, KG-1 $\alpha$ , NB4, 293T and OP9 cells were purchased from the Cell Bank of Shanghai Institutes for Biological Sciences. HS-5 was purchased from Shanghai Fuheng Biotechnology Co. Ltd.

CD37 conditional knockout mice (CD37<sup>fl/+</sup>) were established by Shanghai OBiO Technology Co. Ltd using the CRISPR-Cas9 system. 

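*Cd37* lies on the minus strand of chromosome 7 of GRCm38, from 45233632 to 45239115 in GENCODE M21. Its transcript Cd37-201 has 9 exons. Exon 4 of this transcript spans 45237160 to 45237284 (125 bases) and exon 5 spans 45237002 to 45237076 (75 bases), and all bases of both exons are coding. Transcript Cd37-202, with 8 exons, starts at another first exon and holds the same pair of exons as its exons 3 and 4. The text does not name the transcript by which the exons were numbered.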

*LoxP* alleles were introduced upstream of exon 4 and downstream of exon 5 within the *Cd37* genome. Rosa26-CreERT2 mice were purchased from Nanjing Biomedical Research Institute of Nanjing University. C57 BL/6 J mice (male, 6-8 weeks) were purchased from Shanghai Bikai Keyi Biotechnology Co. Ltd. CD45.1 mice were acquired from Professor Caiwen Duan from Shanghai Jiaotong University School of Medicine as a kind gift. For the generation of CD37<sup>fl/fl</sup>, Cre<sup>+</sup> mice, Mature CD37<sup>fl/+</sup> mice (F<sub>0</sub>) were self-crossed to obtain homozygous CD37<sup>fl/fl</sup> mice (F<sub>1</sub>). Next, CD37<sup>fl/fl</sup> mice and Rosa26-CreERT2 mice were crossed to obtain CD37<sup>fl/fl</sup>, Cre<sup>+</sup> mice (F<sub>2</sub>, F<sub>3</sub>, ...). The presence of *LoxP* alleles and *Cre* sequences were confirmed by PCR. All mice were kept in specific pathogen-free facilities at the Animal Experiment Center of Tongji University. All animal experiments were conducted in accordance with the ethical approval from

the Animal Ethics Committee of Tongji University.

AML BM samples were obtained from the Hematology Department of Shanghai Tongji Hospital with approval from the Ethical Review Committee of Biomedical Research of Shanghai Tongji Hospital. Informed consent was obtained from all subjects. The clinical information of AML patients was listed in [Supplementary Table 3](#). AML cells were cultured in RPMI 1640 medium with 20% FBS, 1% PS, 10 ng/ml human IL-3, IL-6, SCF, G-CSF and FLT3LG.

### **ShRNA sequences**

The shRNA sequences targeting CD37 was named as shCD37 in this study. A scrambled sequence named SCR was employed as a control sequence to remove off-target effects induced by shRNA. The sequences were as follows:

SCR-F:

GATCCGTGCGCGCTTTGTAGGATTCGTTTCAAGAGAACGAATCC  
TACAAAGCGCGCATT TTTTG

SCR-R:

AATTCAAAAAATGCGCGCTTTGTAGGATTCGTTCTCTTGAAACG  
AATCCTACAAAGCGCGCACG

shCD37-1F:

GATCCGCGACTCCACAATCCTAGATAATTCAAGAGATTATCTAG

GATTGTGGAGTCGTTTTTTG

shCD37-1R:

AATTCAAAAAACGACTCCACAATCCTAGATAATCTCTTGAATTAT  
CTAGGATTGTGGAGTCGCG

shCD37-2F:

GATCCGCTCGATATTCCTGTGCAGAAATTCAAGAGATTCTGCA  
CAGGAATATCGAGTTTTTTG

shCD37-2R:

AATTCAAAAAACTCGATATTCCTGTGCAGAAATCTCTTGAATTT  
CTGCACAGGAATATCGAGCG

### **Cell apoptosis**

Cells were collected and resuspended in 1x Binding Buffer. Annexin V-Alexa Fluor 647 and PI Staining Solution (YEASEN, 40304) were added to the cell suspension, followed by incubation at room temperature for 15min under dark conditions. The cell suspension was then strained with a 70µm filter and subjected to further analysis via flow cytometry. Where indicated, AML cells co-cultured with BM stroma cells were treated with Ara-C (1mM, 1:1000) and incubated at 37°C for 24h. Subsequently, the AML cells were washed 3-4 times with PBS and subjected to cell apoptosis assay.

## **Cell cycle analysis**

Cells were incubated with BrdU (10mg/ml, 1:1000) at 37°C for 2h, and fixed with 75% ethanol at -20°C overnight. The cells were washed with staining buffer (PBS + 1% FBS + 0.09% NaN<sub>3</sub>) and resuspended in permeabilization buffer (2N HCl + 0.05% Triton-X100 + ddH<sub>2</sub>O) at room temperature for 30min. Subsequently, the samples were washed with staining buffer and resuspended in 0.1M Na<sub>2</sub>B<sub>4</sub>O<sub>7</sub> at room temperature for 2 min. After resuspension in staining buffer, the cells were incubated with APC BrdU antibody (Invitrogen, 17-5071-42) for 30min, and with PI/RNase staining buffer (BD, 550825) for 15min. The cell suspension was then strained with a 70µm filter and subjected to further analysis via flow cytometry.

## **Cell differentiation assay**

The hematopoietic stem cells, progenitors and mature cells were labeled with different antibodies summarized as follows:

LT-HSCs: Lin<sup>-</sup>, c-kit<sup>+</sup>, SCA-1<sup>+</sup>, FLK2<sup>-</sup>, CD34<sup>-</sup>; ST-HSCs: Lin<sup>-</sup>, c-kit<sup>+</sup>, SCA-1<sup>+</sup>, FLK2<sup>-</sup>, CD34<sup>+</sup>; MPPs: Lin<sup>-</sup>, c-kit<sup>+</sup>, SCA-1<sup>+</sup>, FLK2<sup>+</sup>, CD34<sup>+</sup>; CMPs: Lin<sup>-</sup>, c-kit<sup>+</sup>, SCA-1<sup>-</sup>, CD16/32<sup>low</sup>, CD34<sup>+</sup>, IL-7R<sup>-</sup>; MEPs: Lin<sup>-</sup>, c-kit<sup>+</sup>, SCA-1<sup>-</sup>, CD16/32<sup>-</sup>, CD34<sup>-</sup>, IL-7R<sup>-</sup>; GMPs: Lin<sup>-</sup>, c-kit<sup>+</sup>, SCA-1<sup>-</sup>, CD16/32<sup>+</sup>, CD34<sup>+</sup>, IL-7R<sup>-</sup>; CLPs: Lin<sup>-</sup>, c-kit<sup>low</sup>, SCA-1<sup>low</sup>, IL-7R<sup>+</sup>; T cells: CD3<sup>+</sup>; B cells: CD19<sup>+</sup>; Granulo-Monocytes: MAC-1<sup>+</sup>, GR-1<sup>+</sup>; Erythroid

cells: TER119<sup>+</sup>; NK cells: NK1.1<sup>+</sup>.

### **Cell adhesion assay**

5x10<sup>5</sup> YFP<sup>+</sup> AML cells were plated on OP9 cells cultured in MEM- $\alpha$  with 20% FBS, 1% PS, 10 ng/ml IL-3, 10 ng/ml IL-6, 10 ng/ml SCF and 10 ng/ml G-CSF in a 12-well plate, and incubated at 37°C for 24h. The wells were washed 3-4 times with PBS in order to remove unattached cells. Images were captured under an inverted microscope and the adherent AML cells were quantified in Image J. For adhesion assay of AML cell lines, 5x10<sup>5</sup> AML cells were plated on HS-5 cells cultured in DMEM with 10% FBS and 1% PS in a 12-well plate, and the subsequent procedures were consistent with the aforementioned steps.

### **Transcriptome analysis**

2x10<sup>6</sup> YFP<sup>+</sup>, c-kit<sup>+</sup> cells isolated from leukemia mice transplanted with CD37<sup>fl/fl</sup> or CD37<sup>-/-</sup> AML LSCs were sorted by flow cytometry and lysed with trizol reagent (Invitrogen, 15596026). The samples were sent to Shanghai Hongxu Biotechnology Co. Ltd and sequenced with Illumina Novaseq<sup>TM</sup> 6000. The downstream analysis was accomplished in R 4.1.1. 

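limma fits a linear model to the log-scale values of each gene and steadies the gene's variance with an estimate shared across all genes. On simulated data with 2 libraries against 2, made from the values of these libraries for 6761 genes of which 200 were changed, it recovered 0% of the genes changed by 1 on the log2 scale, 87% of those changed by 2 and 98% of those changed by 3 at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment). With 0 genes changed, it made 0 calls, and 4.9% of the genes had an unadjusted p under 0.05. The simulated genes were independent, with variances drawn from limma's own fit, so these shares may not hold for the real libraries.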

Differentially expressed genes (DEGs) between CD37<sup>fl/fl</sup> and CD37<sup>-/-</sup> AML LSCs were identified with *limma*. *ClusterProfiler* was applied to conduct functional enrichment analysis. The differential genes were further verified

by qPCR and Western blot.

### **Immunoblotting**

Cells were lysed using RIPA lysis buffer (WEIAOBIO, WB0101) supplemented with 1:100 PMSF (Thermo, 36978B) and 1:100 phosphatase inhibitors (YAMEI, GRF102). The lysate was centrifuged and the supernatant was collected and subsequently boiled with 5xSDS protein loading buffer (YAMEI, LT101). Total proteins were separated by SDS-PAGE and transferred onto PVDF membranes (Millipore, IPVH00010), blocked with 5% skim milk dissolved in 1xTBS-T buffer (Solarbio, T1081), and incubated with the corresponding primary antibody at 4°C overnight. Subsequently, the membrane was washed in 1xTBS-T buffer and incubated with the corresponding secondary antibody conjugated with horseradish peroxidase (HRP) at room temperature for 1h. The membrane was then washed in 1xTBS-T buffer, incubated in hypersensitive ECL chemiluminescence reagent (Beyotime, P0018M) and imaged with ChemiScope 6000 (CLINX, 6100).

### **RNA extraction and quantitative real-time PCR**

Total RNA was extracted from cells using Quick-RNA <sup>TM</sup> Microprep Kit (ZYMO, R1050 & R1051). The RNA was reversely transcribed into cDNA with FastKing cDNA First-chain Synthesis Kit (TIANGEN, KR116).

Quantitative PCR (qPCR) was conducted on a Roche lightcycler96 Instrument in accordance with the manufacturer's instructions. Relative mRNA expression was quantified and normalized to the reference gene *GAPDH* for each sample. The qPCR primers were listed in [Supplementary Table 1](#).

### **Immunofluorescence assay**

Cells were fixed with 4% paraformaldehyde at 4°C for 2h and permeabilized with 0.2% Triton X-100 in PBS for 5min. Next, the cells were blocked with 5% BSA at room temperature for 1h and incubated with the corresponding primary antibody at 4°C overnight. After removal of unbound antibodies with PBS-T buffer, the cells were incubated with the corresponding secondary antibody conjugated with fluorochrome at room temperature for 1h. The cells were then washed with PBS-T buffer and incubated with DAPI for 5min. Finally, the cells were subjected to further observation and imaging under a fluorescence microscope.

### **Co-immunoprecipitation assay**

Cells were lysed using Western and IP Cell Lysis Buffer (Beyotime, P0013) supplemented with 1:100 PMSF and 1:100 phosphatase inhibitors. The lysate was centrifuged and the supernatant was collected, boiled with 5xSDS protein loading buffer (as input) or incubated with anti-CD37

antibody (abcam, ab300400) or rabbit IgG (Beyotime, A7016) at 4°C overnight (as IP or IgG). The IP and IgG samples were then incubated with protein A+G agarose (Beyotime, P2055) at 4°C overnight. After removal of unbound antibodies with PBS buffer, the IP and IgG samples were boiled with 1xSDS protein loading buffer and subjected to further Western blot analysis.

# Supplementary material for: CD37 regulates the self-renewal of leukemic stem cells via integrin-mediated signaling in acute myeloid leukemia
**Source:** Stem Cell Reports. 2025 Apr 17;20(5):102476. doi: 10.1016/j.stemcr.2025.102476
**Supplement:** Document S2. Article plus supplemental information

# CD37 regulates the self-renewal of leukemic stem cells via integrin-mediated signaling in acute myeloid leukemia

Jinyuan Lu,<sup>1,2,5</sup> Lixin Lv,<sup>1,2,5</sup> Xiaoxue Tian,<sup>1,2</sup> Zheng Li,<sup>3</sup> Yuting Ma,<sup>1,2</sup> Nannan Li,<sup>1,2</sup> Jian Wang,<sup>1,4</sup> Guangming Wang,<sup>4</sup> Yu Zeng,<sup>2</sup> Wenjun Zhang,<sup>2</sup> Jun Xu,<sup>4</sup> and Aibin Liang<sup>2,6,\*</sup>

<sup>5</sup>These authors contributed equally

<https://doi.org/10.1016/j.stemcr.2025.102476>

## SUMMARY

Leukemic stem cells (LSCs) are a small subset of leukemia cells that drive leukemia initiation and maintenance. Herein, we report that CD37, a member of transmembrane 4 superfamily (TM4SF), regulates the survival of acute myeloid leukemia (AML) cells as well as the self-renewal of AML LSCs. The downregulation of CD37 retarded proliferation and increased apoptosis in human AML cell lines THP-1 and OCI-AML2. Deficiency of CD37 *in vivo* had a minimal effect on normal hematopoiesis but significantly impeded leukemia maintenance and propagation, which led to increased apoptosis and decreased cell cycle entry in AML blasts as well as impaired colony formation and declined frequency of AML LSCs in the serial transplantation. Furthermore, CD37 interacted with integrin  $\alpha 4\beta 7$  and activated the phosphatidylinositol 3-kinase (PI3K)-AKT pathway mediated by integrin signaling. Our study provides novel insights for targeted therapy of AML, indicating CD37 as a safe and effective target for immunotherapy.

## INTRODUCTION

Acute myeloid leukemia (AML) is a malignant clonal disorder characterized by excessive proliferation and expansion of myeloid blasts with abnormal differentiation, which leads to ineffective normal hematopoiesis, cytopenia, and transfusion dependency (DiNardo et al., 2023). As the most prevalent leukemia in elderly adults, AML accounts for over 80,000 deaths worldwide per year, and the number is still rising. In 1990, AML composed 18.0% of all cases of leukemia; by 2017, this proportion had increased to 23.1% (Dong et al., 2020). In China, the incidence of AML witnessed a significant increase by 1.54/100,000 from 1990 to 2017 (Dong et al., 2020). These data indicate that AML is still a nonnegligible concern that threatens human health.

Current therapeutic approaches for AML include a standard combination of cytarabine and anthracycline, which demonstrates a better efficacy for younger patients while exhibiting less effectiveness in elderly individuals. Recent emergence of novel reagents and targeted therapeutics shed a different light for the treatment of AML. For example, demethylating agents and venetoclax (BCL2 inhibitor) can be considered as alternative options for patients who are unable to tolerate intensive chemotherapy, while allo-hematopoietic stem cell transplantation (allo-HSCT) can be performed following the achievement of complete remission (Bhansali et al., 2023). However, persistent AML cells undetected by morphological

analysis may survive inadequate post-remission treatment and form minimal residual disease (MRD), which leads to subsequent drug resistance and relapse (DiNardo et al., 2023).

Leukemic stem cells (LSCs) are functionally defined as leukemic cells that are capable of self-renewal and exhibit sustained survival under *ex vivo* conditions and engraftment into immunocompromised mice (Vetrie et al., 2020). Similar to hematopoietic stem cells (HSCs), LSCs self-renew to generate more LSCs and give rise to differentiated leukemia blasts. LSCs are responsible for the initiation, maintenance, and recurrence of AML (O'Reilly et al., 2021). In order to achieve durable remission in patients with AML, it is necessary to identify therapeutic targets for the elimination of LSCs. Membrane proteins upregulated on LSCs but not on HSCs or normal bone marrow (BM) cells, including CD25 (Saito et al., 2010), CD44 (Jin et al., 2006), and GPR56 (Pabst et al., 2016), were rendered as optimal targets to mark and eliminate LSCs residing in MRD. Meanwhile, other characteristics of LSCs, such as alterations in signal transduction (Wang et al., 2010), metabolic or epigenetic regulation (Nguyen et al., 2011; Sykes et al., 2016), and crosstalk with microenvironment (Mohle et al., 1998) can also be utilized for targeting LSCs.

Tetraspanins (TSPANs) are membrane proteins with 4 transmembrane helices. TSPANs do not mediate protein interactions through ligand-receptor binding; however, they can serve as scaffolding proteins and recruit a variety of partner proteins with specific functions, such as adhesion

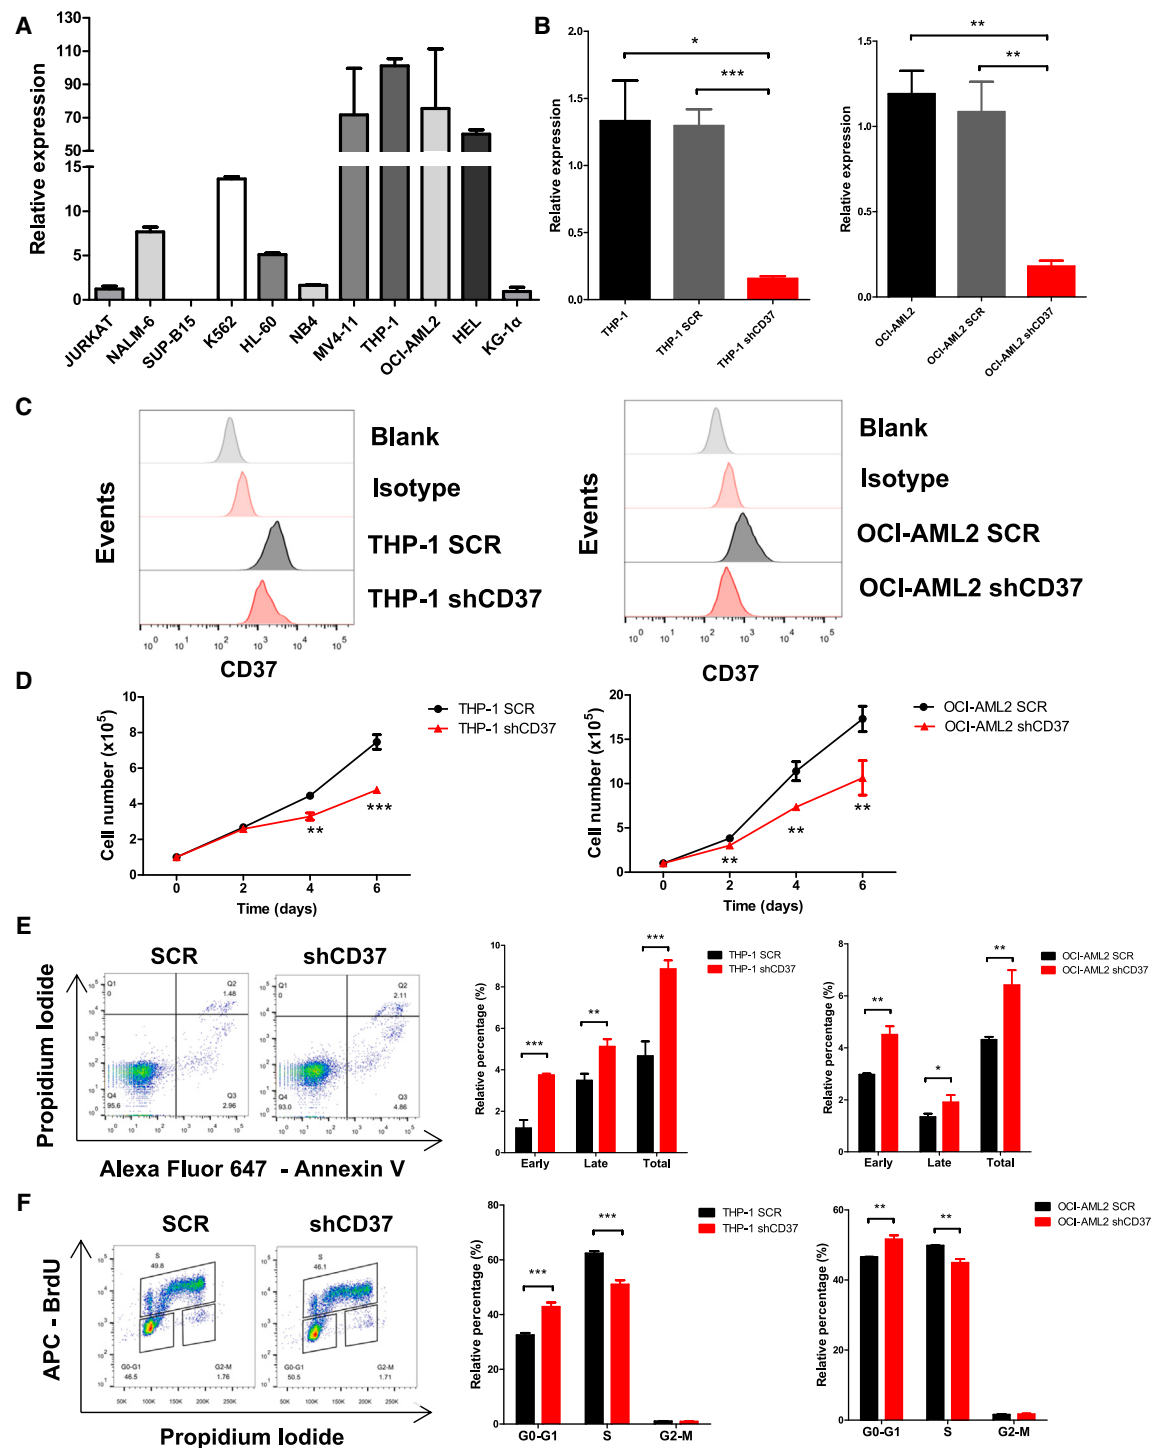

**Figure 1. CD37 regulated the survival of human AML cell lines**

(A) qPCR analysis for CD37 expression in various leukemia cell lines.

(B and C) qPCR and flow cytometric validation of CD37 knockdown efficiency in THP-1 and OCI-AML2 cells.

(D) Cell proliferation in THP-1 and OCI-AML2 cells transfected with SCR or shCD37.

(legend continued on next page)

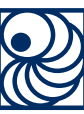

molecules (e.g., integrins) and signaling molecules (e.g., tyrosine kinase receptors), to form a complex functional network known as the tetraspanin-enriched microdomain (TEM) (Detchokul et al., 2014) and mediate various biological processes including cell adhesion, migration, and signal transduction (Quagliano et al., 2023). Recent findings have unveiled a robust correlation between TSPANs and leukemia. The administration of antibodies targeting CD9 caused a significant reduction of CD34<sup>+</sup>, CD38<sup>−</sup> LSCs (Kollmann et al., 2021). Knockdown of CD82 resulted in decreased phosphorylation of AKT and reduced expression of BCL2L12, which leads to increased apoptosis of AML cells and inhibited colony formation of AML LSCs (Nishioka et al., 2015).

CD37, a TSPAN predominantly expressed in the hematological system, exhibits high expression on mature B cells and is also present on T cells, monocytes, and natural killer (NK) cells (Pereira et al., 2015). In hematological malignancies, CD37 is upregulated in B cell non-Hodgkin's lymphoma (B-NHL), B cell acute lymphoblastic leukemia (B-ALL), and chronic lymphocytic leukemia (CLL) (Deckert et al., 2013; Scarfò et al., 2018). CD37 upregulation is also found in AML. A study revealed significantly higher CD37 expression on AML LSCs compared to normal HSCs (Pereira et al., 2015). Another study indicated that CD37 was absent on granulocyte-macrophage progenitors (GMPs) or common myeloid progenitors (CMPs), but reactivated following the transformation into LSCs, indicating a crucial role of CD37 in leukemic self-renewal (Wang et al., 2010). CD37 overexpression had been identified as a significant risk factor in AML, correlating with an unfavorable prognosis (Yan et al., 2021). CD37-positive AML cells were sensitive to IMGN529, an antibody-drug conjugate (ADC) targeting CD37, and the viability of AML cells declined in response to an increased concentration of IMGN529 (Larkin et al., 2018). Another ADC, AGS67E, had cytotoxic effects not only to B cell malignancies but also to AML cells, including CD34<sup>+</sup>, CD38<sup>−</sup> AML LSCs (Pereira et al., 2015). In recent years, chimeric antigen receptor T (CAR-T) cells targeting CD37 have been developed, and CD37 CAR-T cells have demonstrated strong efficacy against CD37-expressing AML cells, with no observed cytotoxicity toward HSCs (Caulier et al., 2024). Taken together, the upregulation of CD37 on AML cells and AML LSCs underscores its potential as a promising therapeutic target for the treatment of AML.

While CD37 has attracted substantial attention in B cell-derived leukemia and lymphoma, there still remains a lack

of foundational research to substantiate its role in AML. This study investigated the role of CD37 in AML initiation and maintenance as well as its impact on normal BM hematopoiesis, elucidating potential mechanisms by which CD37 regulated the survival of AML cells and the self-renewal of AML LSCs.

## RESULTS

### CD37 was upregulated in AML

We first conducted a comprehensive analysis of online databases to determine the expression profile of CD37 in various malignancies. CD37 is significantly upregulated in AML, compared to normal BM counterparts (Figures S1A and S1B). By categorizing patients with leukemia into distinct subtypes based on the French-American-British (FAB) classification (Bennett et al., 1976), we noticed a significant upregulation of CD37 in M4 and M5 AML (Figure S1C), and patients exhibiting high CD37 expression displayed an unfavorable prognosis (Figures S1C and S1D). Next, we assessed the expression of CD37 in a panel of leukemia cell lines available in our laboratory. The mRNA level of CD37 was highest in THP-1 (M5), OCI-AML2 (M4), MV4-11 (M5), and HEL (M6) but significantly lower in other AML cell lines (HL-60 and NB4), ALL cell lines (JURKAT, NAML-6, and SUP-B15), and chronic myeloid leukemia (CML) cell line (K562) (Figure 1A). We also investigated the expression of CD37 in AML patient samples and observed an upregulation of CD37 in CD11b<sup>+</sup> myeloid cells, compared to CD11b<sup>−</sup> cells (Figure S1E) and normal CD11b<sup>+</sup> BM cells (Figure S1F), indicating an upregulation of CD37 in the myeloid lineage. The aforementioned data suggest that CD37 was upregulated in AML and may serve as a therapeutic target.

### CD37 knockdown inhibited the proliferation of human AML cell lines

To elucidate the function of CD37 in AML cells, we designed 2 short hairpin RNA (shRNA) plasmids specifically targeting CD37 (shCD37-1 and shCD37-2) and a scrambled plasmid (SCR) as a normal control. We chose THP-1 and OCI-AML2 as target cells since their expression of CD37 was highest among all cell lines. The cells were transfected with SCR or shCD37, and the knockdown efficacy of shCD37 was validated using qPCR and flow cytometry (Figures 1B, 1C, S2A, and S2B). CD37 deficiency retarded

(E) Representative flow cytometric analysis of apoptosis in THP-1 cells transfected with SCR or shCD37 (left). The proportions of early, late, and total apoptotic cells were also quantified (right).

(F) Representative flow cytometric analysis of cell cycle in THP-1 cells transfected with SCR or shCD37 (left). The proportions of THP-1 and OCI-AML2 cells in G0-G1 phase, S phase, or G2-M phase were also quantified (right). Error bars in (A), (B), (D), (E) and (F) were defined as mean ± SD. \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001.

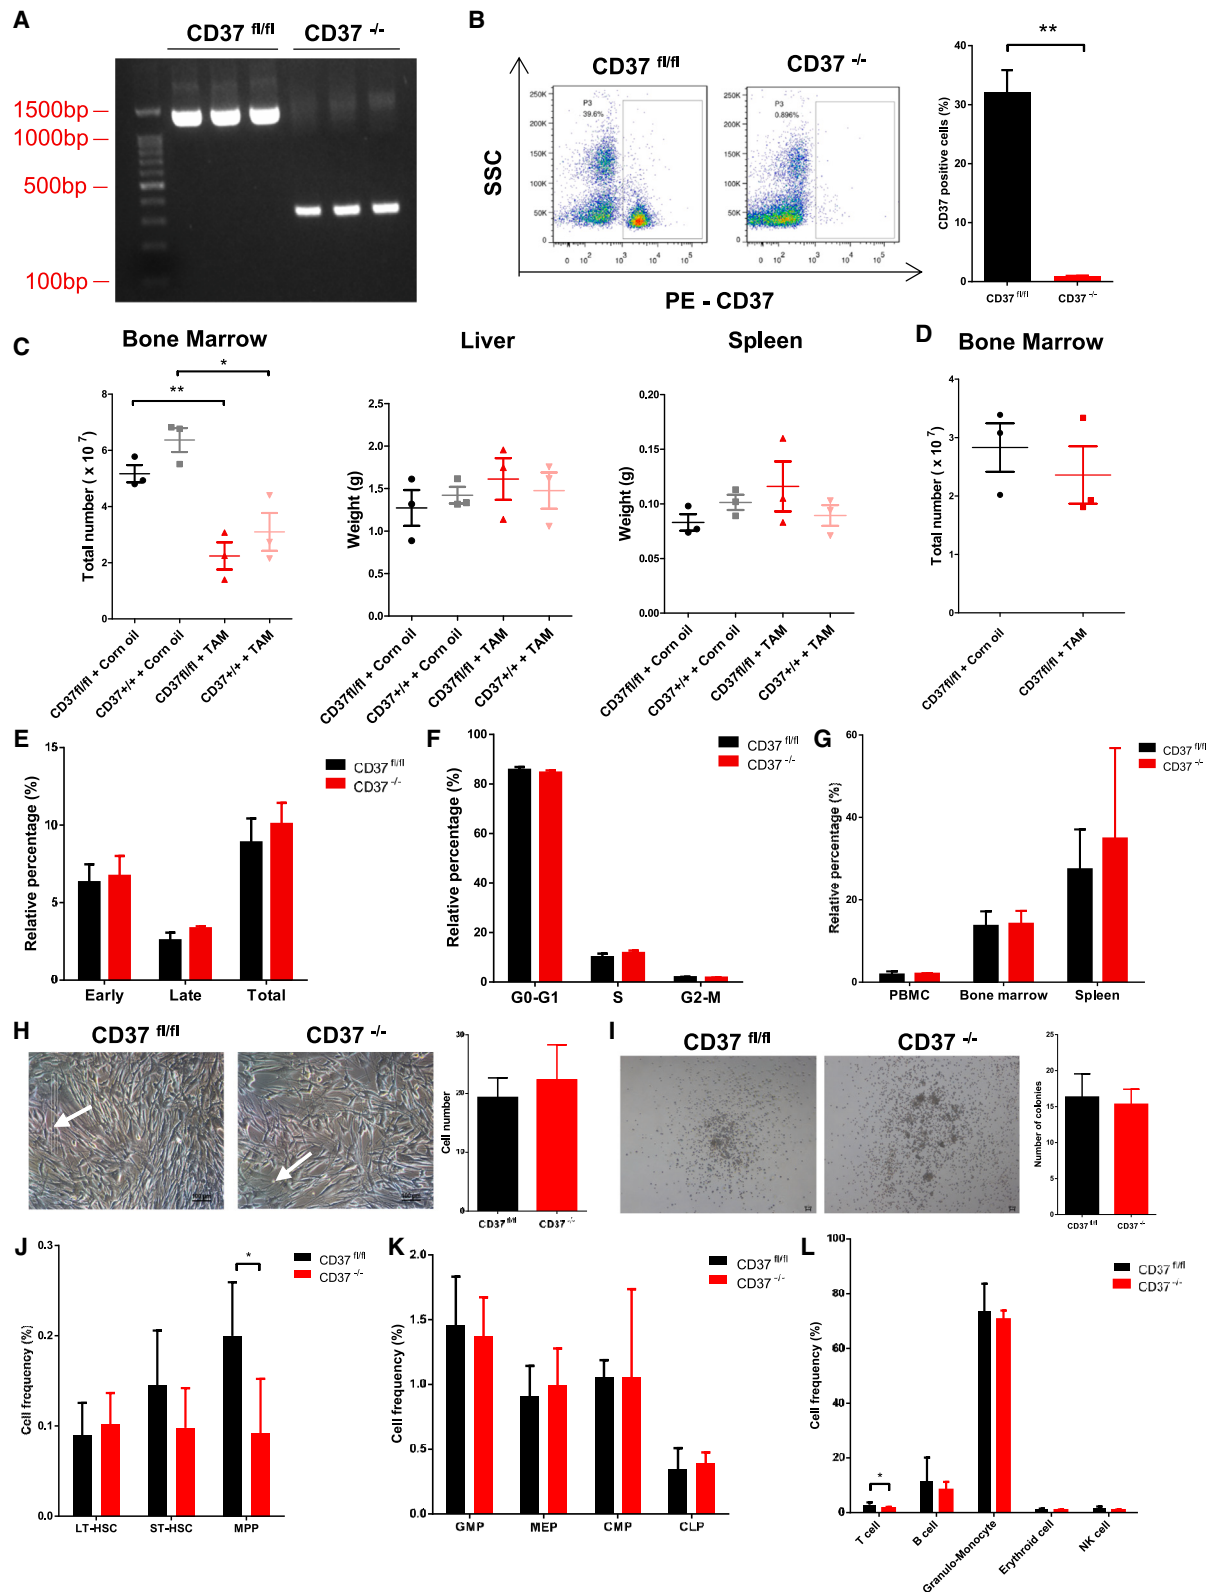

(legend on next page)

the proliferation of AML cells (Figures 1D and S2C). Meanwhile, more apoptotic cells were observed in CD37-deficient AML cells (Figures 1E and S2D). Knockdown of CD37 resulted in a G1-S cell-cycle arrest in THP-1 and OCI-AML2 cells, while the arrest was more significant using shCD37-1 (Figure 1F) compared to shCD37-2 (Figure S2E). The aforementioned data suggested a potential regulatory role of CD37 in the survival of AML cells.

### CD37 deficiency had a minor effect on normal hematopoiesis

Next, we established a CD37 conditional knockout mouse model utilizing the CRISPR-Cas9 system. Generation and screening of CD37<sup>fl/fl</sup>, Cre<sup>+</sup> mice were performed as described in the methods section. Conditional knockout of CD37 (denoted as CD37<sup>-/-</sup>) was induced through intraperitoneal injection of tamoxifen. The efficacy of CD37 deletion was confirmed by PCR and flow cytometry (Figures 2A and 2B).

We first investigated the direct impact of CD37 loss on normal BM cells. CD37<sup>fl/fl</sup>, Cre<sup>+</sup> mice and CD37 wild-type (WT) (denoted as CD37<sup>+/+</sup>) mice were administrated with tamoxifen or corn oil. BM cells, livers, and spleens were harvested 1 month after injection. CD37 deletion resulted in a decrease in total BM cell number, while no significant difference was observed in liver weight and spleen weight (Figure 2C). To exclude potential inhibitory effects induced by tamoxifen, we extended the observation from 1 month to 4 months, and no significant difference in BM cell number was observed between CD37<sup>fl/fl</sup> and CD37<sup>-/-</sup> mice (Figure 2D). Meanwhile, CD37 deficiency did not affect apoptosis, cell cycle, homing, adhesion, or colony formation of normal BM cells (Figures 2E–2I), indicating that the impact of CD37 loss was transient and can be mitigated by compensatory mechanisms. Further validation using peripheral blood from CD37<sup>fl/fl</sup> and CD37<sup>-/-</sup> mice indicated that CD37 deficiency had a minimal impact on T cell, B

cell, granulo-monocyte, and erythroid cell differentiation (Figure S3C). Apoptosis assay showed no statistical difference between NK cells from CD37<sup>fl/fl</sup> and CD37<sup>-/-</sup> mice at week 10 (Figure S3D). Another independent differentiation assay using BM cells from CD37<sup>fl/fl</sup> and CD37<sup>-/-</sup> mice showed that CD37 deficiency resulted in a decrease in the proportion of T cells and multipotent progenitors (MPPs), while exhibiting no impact on other cell types (Figures 2J–2L).

Based on these data, we further established a transplantation model and investigated the impact of CD37 loss on normal hematopoiesis over an extended duration. Lethally irradiated CD45.1 mice were transplanted with BM lineage-negative (Lin<sup>-</sup>) cells derived from CD37<sup>fl/fl</sup>, Cre<sup>+</sup> mice (expressing CD45.2) and intraperitoneally injected with tamoxifen or corn oil 2 months post transplantation (Figure 3A). CD37 deletion did not affect the chimerism of CD45.1-expressing donor cells in the recipient mice (Figures 3B and 3C). A decreased proportion of T cells, B cells, and GMPs, as well as an increased proportion of granulo-monocytes, was observed in CD37<sup>-/-</sup> recipients at month 6 (Figures 3D–3F). In another transplantation assay, CD37 knockout was induced prior to transplantation, and the chimerism of donor cells remained comparable to the control group (Figures 3G–3I). CD37 deletion resulted in a decreased proportion of B cells, while no significant influence was observed on other cell types (Figures 3J–3L). In summary, CD37 deficiency exhibited only a marginal effect on normal hematopoiesis.

### CD37 is dispensable for leukemogenesis but required for leukemia maintenance and self-renewal of LSCs

Given the limited impact of CD37 deletion on normal hematopoiesis, we thought to investigate the role of CD37 in AML initiation. In order to initiate AML, BM Lin<sup>-</sup> cells obtained from CD37<sup>fl/fl</sup>, Cre<sup>+</sup> mice were transfected with MSCV-MLL-AF9-IRES-YFP (Figure S4A) *in vitro*. The YFP fluorescence was observed using an inverted microscope (Figure S4B), and

#### Figure 2. CD37 deficiency had a mild effect on normal BM cell function

- (A) PCR validation of CD37 knockout efficiency.
- (B) Flow cytometric validation of CD37 knockout efficiency.
- (C) Total number of BM cells, liver weight, and spleen weight of CD37<sup>fl/fl</sup>, Cre<sup>+</sup> mice and CD37 WT mice 1 month after treatment with tamoxifen or corn oil ( $n = 3$  for each).
- (D) Total number of BM cells of CD37<sup>fl/fl</sup>, Cre<sup>+</sup> mice 4 months after treatment with tamoxifen or corn oil ( $n = 3$ ).
- (E and F) Quantification of apoptotic cells (E) and cell cycle distribution (F) in BM samples 1 month after treatment with tamoxifen or corn oil ( $n = 3$  for each).
- (G) Quantification of CD45.2<sup>+</sup> cells migrated to the peripheral blood, BM, or spleen of CD45.1 recipients 18 h after transplantation ( $n = 4$ ).
- (H) Representative images demonstrating the adherence of normal BM cells to OP9 stroma cells (left, scale bar, 100 $\mu$ m). The white arrows indicate adherent BM cells. The number of adherent BM cells was also quantified (right).
- (I) Representative images demonstrating the colony formation of CD37<sup>fl/fl</sup> and CD37<sup>-/-</sup> BM Lin<sup>-</sup> cells (left, scale bar, 50 $\mu$ m). The number of colonies was also quantified (right).
- (J–L) Proportions of hematopoietic stem cells (J), progenitors (K), and mature cells (L) in total BM cells derived from CD37<sup>fl/fl</sup>, Cre<sup>+</sup> mice 1 month after treatment with tamoxifen or corn oil ( $n = 4$  for each). Error bars in (B–L) were defined as mean  $\pm$  SD. \* $p < 0.05$ , \*\* $p < 0.01$ .

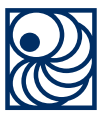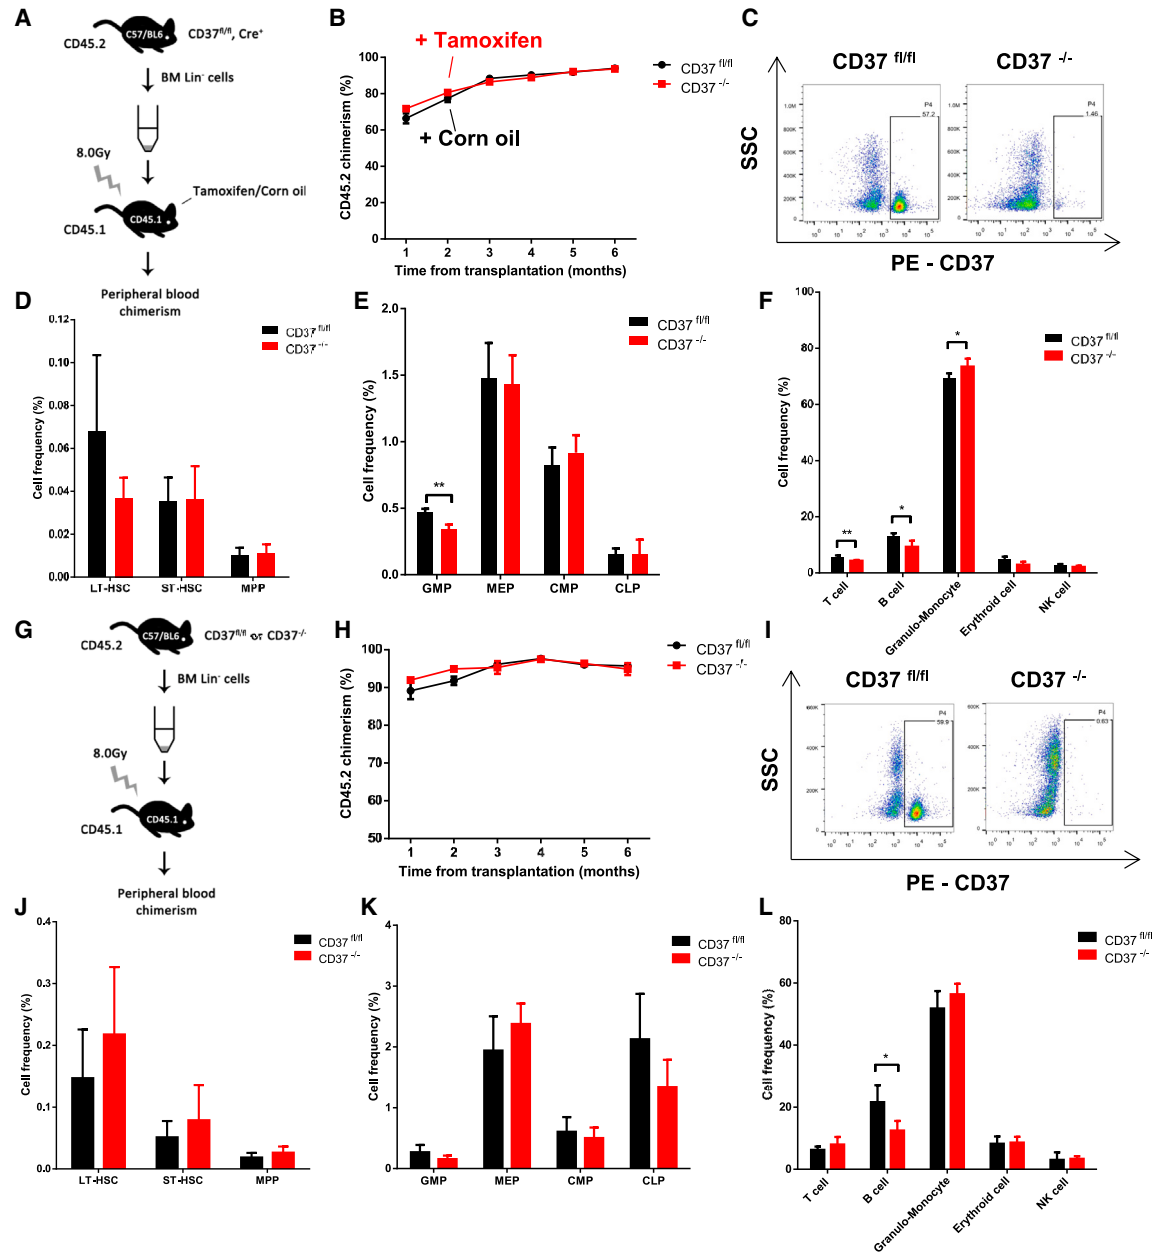

**Figure 3. CD37 deficiency had a mild effect on normal hematopoiesis**

(A and G) The schematic diagrams of normal transplantation model. (A) Tamoxifen or corn oil was administrated 2 months after transplantation. (G) Tamoxifen and corn oil were administrated prior to transplantation. (B and H) Chimerism of CD45.2<sup>+</sup> cells in the peripheral blood of recipient mice ( $n = 4$  for each). (C and I) Representative flow cytometric analysis of CD37 expression in CD45.2<sup>+</sup> cells. (D–F and J–L) Proportions of hematopoietic stem cells (D and J), progenitors (E and K), and mature cells (F and L) in CD45.2-expressing BM cells derived from CD37<sup>fl/fl</sup> or CD37<sup>-/-</sup> recipients ( $n = 4$  for each). Error bars in (B), (D), (E), (F), (H), (J), (K) and (L) were defined as mean  $\pm$  SD. \* $p < 0.05$ , \*\* $p < 0.01$ .

the transfection efficiency was assessed by PCR and flow cytometry (Figures S4C and S4D). The YFP<sup>+</sup> cells were subsequently sorted and transplanted into sublethally irradiated C57 mice (primary transplantation, Figure 4A). Conditional

knockout of CD37 was administrated as described in the methods section. CD37 deletion did not accelerate or decelerate leukemogenesis of MLL-AF9 AML (Figure 4B). The extent of tumor infiltration was comparable between

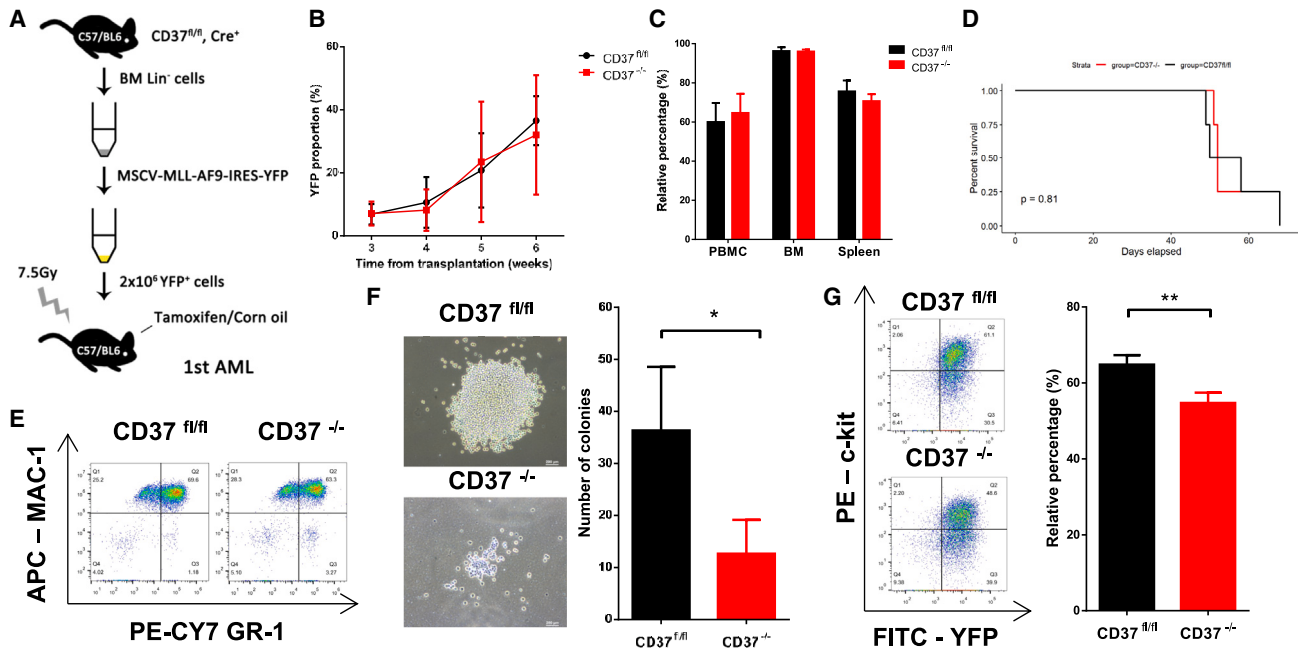

**Figure 4. CD37 deficiency impaired the self-renewal of LSCs in the primary transplantation**

(A) The schematic diagram of MLL-AF9 AML initiation. (B) YFP<sup>+</sup> cell proportion in the peripheral blood of CD37<sup>fl/fl</sup> or CD37<sup>-/-</sup> recipients ( $n = 4$ ). (C) Infiltration of YFP<sup>+</sup> leukemia cells in the peripheral blood, bone marrow, and spleens ( $n = 4$ ). (D) Survival plot for CD37<sup>fl/fl</sup> and CD37<sup>-/-</sup> recipients ( $n = 4$ ). (E) Representative flow cytometric analysis of Mac-1 and Gr-1 expression in YFP<sup>+</sup> cells. (F) Representative images demonstrating the colony formation of CD37<sup>fl/fl</sup> and CD37<sup>-/-</sup> AML LSCs (left, scale bar, 200 $\mu$ m). The number of colonies was also quantified (right). (G) Representative flow cytometric analysis of YFP and c-kit expression in total BM cells (left). The proportion of c-kit<sup>+</sup> cells in YFP<sup>+</sup> cells was also quantified (right,  $n = 4$ ). Error bars in (B), (C), (F) and (G) were defined as mean  $\pm$  SD. \* $p < 0.05$ , \*\* $p < 0.01$ .

CD37<sup>-/-</sup> and CD37<sup>fl/fl</sup> mice, and the survival duration was similar in both groups (Figures 4C, 4D, and S4E–S4G). Over 90% of YFP<sup>+</sup> cells expressed Mac-1, and over 60% of YFP<sup>+</sup> cells co-expressed MAC-1 and GR-1 (Figure 4E), indicating development of myeloid leukemia. Although no statistical difference was observed in leukemogenesis, CD37 deletion significantly altered the functionality of AML LSCs. Following CD37 deletion, YFP<sup>+</sup>, c-kit<sup>+</sup> AML cells (enriched for LSCs) exhibited a diminished capacity for colony formation (Figure 4F), and the proportion of c-kit<sup>+</sup> leukemia cells in the BM was reduced (Figure 4G), suggesting impaired self-renewal of CD37<sup>-/-</sup> AML LSCs.

To determine if continued AML maintenance requires CD37, we isolated YFP<sup>+</sup>, c-kit<sup>+</sup> LSCs from premonitory AML mice and transplanted them into new recipients following irradiation (secondary transplantation, Figure 5A). Mice transplanted with CD37<sup>-/-</sup> LSCs exhibited a marked reduction in AML progression (Figure 5B), accompanied by reduced tumor infiltration (Figures 5C and S4H–S4J) and prolonged survival (Figure 5D), compared to those transplanted with CD37<sup>fl/fl</sup> LSCs. Moreover, CD37<sup>-/-</sup> leu-

kemia cells demonstrated increased apoptosis (Figure 5E) and a G1-S arrest in the cell cycle (Figure 5F). We hypothesized if this phenotype was caused by variations in cell homing capability. No statistical differences were found in the ratio of CD37<sup>-/-</sup> or CD37<sup>fl/fl</sup> AML cells homed in peripheral blood, BM, or spleen (Figure 5G). Meanwhile, the adhesion of CD37<sup>-/-</sup> AML cells decreased slightly without reaching statistical difference (Figure 5H). The colony formation as well as the frequency of CD37-deficient AML LSCs was significantly reduced, compared to that of normal AML LSCs (Figures 5I and 5J).

Additionally, YFP<sup>+</sup>, c-kit<sup>+</sup> LSCs derived from the secondary transplantation were further transplanted into new recipients after irradiation (tertiary transplantation, Figure 5A), and the tertiary AML exhibited a comparable but more pronounced phenotype. The infiltration of AML cells was significantly attenuated in mice transplanted with CD37<sup>-/-</sup> LSCs, leading to retarded progression of AML and extended survival of recipient mice (Figures 5K–5M and S4K–S4M). CD37<sup>-/-</sup> AML cells exhibited increased apoptosis (Figure 5N), a retarded cell cycle (Figure 5O),

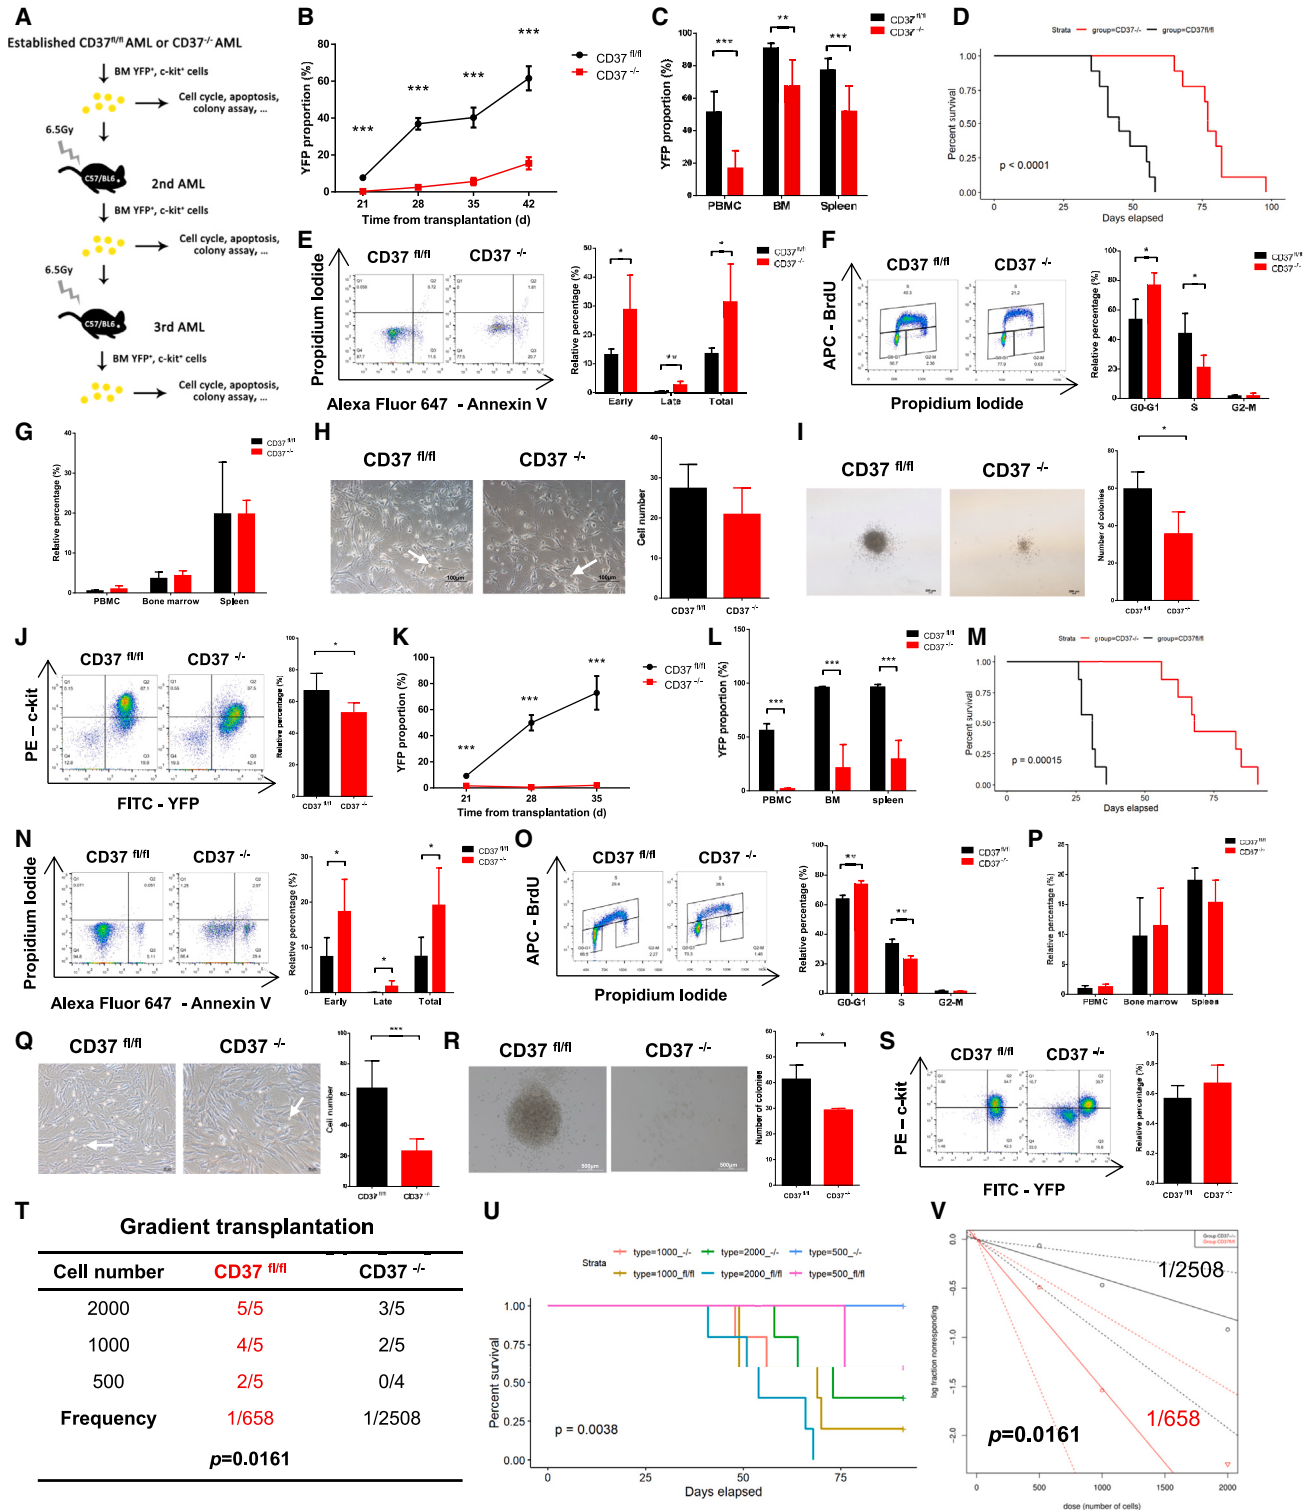

and decreased cell adhesion (Figure 5Q), without reaching significant difference in cell homing (Figure 5P). Moreover, LSCs lacking CD37 exhibited impaired colony formation (Figure 5R), while maintaining a comparable frequency to normal LSCs in the BM (Figure 5S). The aforementioned data indicated that CD37 is required for AML maintenance, and CD37 deficiency impaired the self-renewal of LSCs.

The expression of CD37 in AML LSCs was also investigated in the primary, secondary, and tertiary transplantation models. CD37 expression was significantly elevated in c-kit-high cells (Figures S5A–S5C). Simultaneously, c-kit was significantly enriched in the CD37-high population (Figures S5D–S5F), suggesting an association between CD37 expression and LSC function. This was further supported by the colony formation assay, where CD37 loss led to a reduction in both size and density of the colonies (Figures S5G–S5J).

To further elucidate the impact of CD37 loss on the self-renewal of LSCs, we established a gradient transplantation model and transplanted different numbers (2,000, 1,000, or 500) of CD37<sup>fl/fl</sup> or CD37<sup>-/-</sup> LSCs into recipient mice following irradiation. The frequency of LSCs was quantified using a limiting dilution assay (Hu and Smyth 2009). We found that CD37 deletion resulted in a significant decrease in the frequency of LSCs (1/2,508 vs. 1/658, Figures 5T–5V), demonstrating reduced self-renewal in CD37<sup>-/-</sup> LSCs.

Taken together, CD37 deficiency significantly impeded leukemia maintenance in MLL-AF9 AML, partially attributed to increased apoptosis, decreased cell cycle entry, and impaired self-renewal of AML LSCs.

### CD37 deficiency led to reduced AKT phosphorylation and integrin expression

To gain a deeper understanding of the regulatory role of CD37 in MLL-AF9-induced AML, we sorted CD37<sup>fl/fl</sup>

How the deposited data were processed for this re-analysis (not part of the article)

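Transcriptomes of sorted bone marrow YFP+, c-kit+ LSCs were compared between 2 CD37 fl/fl and 2 CD37-/- replicates of the secondary transplantation at week 6. The authors deposited FPKM values, with 1 column per library, without a log and without pooling of replicates. The aligner, the counting, the genome build and the annotation are not named in the paper's text, which names limma for the differentially expressed genes and ClusterProfiler for the enrichment.

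Gene names and positions were taken from GENCODE M21 on GRCm38, to which 17045 of the 17104 gene identifiers (99.7%) were matched. This annotation was chosen because the values came out as whole reads with its gene spans, for 16841 genes (98.5%) in all 4 libraries. That count includes genes with 0 reads in all 4 libraries, which are whole with any length. The median ratio of span to exon length was 5.02. Recovered reads, as counts per gene, were used for depth and for alternatives only. The recovered library totals are implied by the deposited values and were not stated by the authors. A value of 1 read sets the smallest step of each gene. Between replicates the reads differed by far more than sampling noise, with a chi-square per degree of freedom of 81.6 in CD37 fl/fl and 61.8 in CD37-/-.

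Values were transformed as log2(FPKM + 1). Genes with a mean FPKM of at least 1 (6761 genes) were tested with lmFit and eBayes with a trend in limma 3.58.1 (R 4.3.3, statmod 1.5.0), with Benjamini-Hochberg adjustment and a threshold of 0.05. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The fit holds no block, since the replicate numbers are not stated to pair the samples. The code was tested on simulated data, with 100 random lists of 40 genes for camera, of which 2 had a p under 0.05. The simulated genes were independent, so that check says nothing of lists whose genes are correlated.

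The genes named are those the paper names from its transcriptome or qPCR data, members of the lists where a list is reported, and the 5 largest rises and 5 largest falls among tested genes with a mean FPKM of at least 5, an adjusted p under 0.05 and no overlap between the groups. As 0 genes had such an adjusted p, the unadjusted p (1626 genes under 0.05) was used for this choice, and predicted genes were passed over. 1 gene that meets this rule is not reported here. Lists of integrins, DNA replication, MLL fusion targets, myeloid genes, proliferation, the BCL2 family, PI3K-AKT signaling, tetraspanins, erythroid, B cell, T and NK cell markers, sex genes, immediate early genes and histones were written beforehand. Lists of MHC class II genes, dendritic cell and macrophage markers, S-phase genes and small RNAs without poly(A) tails were added later. Set tests used camera, fry and camera with estimated correlation, and the share of histone genes used Fisher's exact test.

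Alternatives set beforehand were a pseudocount of 0.1, all genes above 0, a mean FPKM of at least 5, quantile normalization, TPM rescaling, division by the upper quartile, eBayes without a trend or with robust estimation, the replicate number as a block, each library left out in turn, an unadjusted p and a minimum absolute log2 fold change of 1. Alternatives added after the data were seen were FPKM with exon length, limma-voom on the recovered reads of genes with a mean of at least 10 reads (as such, with the block, or scaled to equal medians), all genes with a pseudocount of 0.1, and each of these at an unadjusted p. Processed pseudogenes were assigned to the gene that shared most stretches of 15 bases, if at least 20% were shared. KEGG enrichment was not repeated here.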

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

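The tests of S-phase genes and of the erythroid markers were chosen only after the result was seen. The scalings were set beforehand, but reading them as tests of these patterns came after. Each pattern below is a signal in genes that the paper's text does not discuss. The first KEGG terms of Fig. 6A do hold many histone genes.

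The replication-dependent histone genes had a median log2 fold change of -1.64 in CD37-/- LSCs, with all 48 genes lower in both CD37-/- libraries than in both CD37 fl/fl libraries. Chance gives such a separation for 16.7% of genes, and the 48 genes are not independent. The median was -1.52 in CD37-/- replicate 1 and -1.72 in CD37-/- replicate 2 against the CD37 fl/fl mean, while the replicates of a group differed by -0.12 (CD37 fl/fl) and 0.25 (CD37-/-). The 11 other histone genes had a median of -0.26. Scaling between the libraries is argued against, since the median of the list was -1.58 or lower under quantile normalization, TPM rescaling and division by the upper quartile. Transcript length is argued against as the whole cause, since 644 other protein-coding genes of similar exon length had a median of -0.28, with a 5th percentile of -1.08. Their exon lengths ran from 393 to 1645 bases and were not matched to the histone genes within that range. The 15 tested genes of a list of 16 S-phase genes had a median of 0.20 and a lowest value of -0.13. The proliferation list also holds 8 of the 16. These transcripts did not show the fall that fewer cells in S phase would give. The paper, however, reports a G1-S arrest by flow cytometry in CD37-/- leukemia cells of the secondary transplantation. Transcript levels do not count cells, so fewer cells in S phase stay open. Replication-dependent histone transcripts lack poly(A) tails, so a different carry-over of such RNA through the poly(A) selection may contribute. The 15 tested small RNAs without poly(A) tails had a median of -0.39, but 0.31 in CD37-/- replicate 1 and -1.42 in CD37-/- replicate 2, and this explanation cannot be told apart from a change in the cells, because these RNAs move in opposite directions in the 2 CD37-/- libraries. A difference between the genotypes stays open as well. Near-identical histone copies share reads, which does not bear on a sum over copies. All histone genes together took 0.502% and 0.458% of the reads in the CD37 fl/fl libraries. In the CD37-/- libraries they took 0.361% and 0.342%, a smaller fall than that of the medians. Single genes weigh heavily in this sum, as *H3f3b* had 33821 and 30817 reads in CD37 fl/fl and 24202 and 29590 in CD37-/- libraries.

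The proliferation genes had a median log2 fold change of 0.64, with 22 of 24 genes higher. Scaling is argued against as the whole cause, since the median of the list was 0.49, with 21 of 24 genes higher, after quantile normalization, which brought the median of all tested genes to -0.02. Without CD37 fl/fl replicate 1 the median was 0.41, and the call of this list did not hold under fry or with an estimated correlation, so a difference between the genotypes and variation between libraries both stay open. The direction is the reverse of that of the histone genes, although both belong to dividing cells. The paper reports a G1-S arrest of CD37-/- leukemia cells by flow cytometry, a measure of cells and not of transcripts.

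*Hbb-bs* had a log2 fold change of 4.12, and 8 of the 8 erythroid markers in the table, globin genes and others, were higher in both CD37-/- libraries than in both CD37 fl/fl libraries, where chance gives 16.7% of genes. Globin genes took 0.0074% and 0.0006% of the reads in the CD37 fl/fl libraries and 0.0728% and 0.0187% in the CD37-/- libraries, so the level was low and varied within each group, and without CD37 fl/fl replicate 2 the log2 fold change of *Hbb-bs* was 2.69. The 4 markers outside the globins stayed low, with an FPKM of at most 0.433. The values are consistent with some erythroid cells or their RNA in the CD37-/- samples, a candidate explanation that was formed on these data. Expression of these genes by the leukemic cells themselves was not tested and stays open.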

How the results depend on the processing

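The number of differentially expressed genes, 0 at an adjusted p under 0.05 (1626 at an unadjusted p), stayed 0 with a pseudocount of 0.1, all genes above 0, quantile normalization, TPM rescaling, division by the upper quartile, eBayes without a trend and a minimum absolute log2 fold change of 1, and, among the alternatives chosen after the data were seen, with limma-voom as such or scaled to equal medians and with all genes at a pseudocount of 0.1. It was 45 genes (16 higher, 29 lower) at a mean FPKM of at least 5, where 3118 genes were tested, and 88 genes (38 higher, 50 lower) with robust estimation. The smallest adjusted p of 0.0502 lay next to the threshold. At an unadjusted p under 0.05 there were 1626 genes (1088 higher, 538 lower), and 510 (323 higher, 187 lower) with an absolute log2 fold change of at least 1. With exon length, chosen after the data were seen, there were 16 genes (6 higher, 10 lower). Of the 88 genes with robust estimation, 38 were among the 45. Apart from the number of genes tested, the cause was not tested.

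The replicate numbers do not pair the samples, as the differences between replicates 1 and 2 had a correlation across genes of -0.042 between the groups. With the replicate block there were 73 genes (45 higher, 28 lower), among them *Hbb-bs*, *Hbb-bt*, *Hba-a1*, *Hba-a2*, *Hist1h1b*, *Hist1h2an*, *Hist2h2ac* and *Hist1h4m* of the genes named, each at an adjusted p of 0.0474 (limma with Benjamini-Hochberg adjustment); the globin genes were higher in replicate 1 of both groups. *Hist1h1b*, *Hist2h2ac* and *Hist1h4m* also passed with robust estimation and, with *Hist1h1a*, at a mean FPKM of at least 5, and the first 2 with exon length, chosen after the data were seen. With limma-voom and the replicate block, also chosen after, there were 550 genes (443 higher, 107 lower), among them all 9 globin and histone genes named. In that fit the log2 fold changes of *Cd37* (-1.16), *Ccnd2* (-2.25), *Cdkn1b* (1.86) and *Bcl2* (-1.77) passed an adjusted p of 0.05 (limma with Benjamini-Hochberg adjustment), as did *Cdkn1b* (1.58) with robust estimation; the cause was not tested. The other splits of the 4 libraries into 2 and 2 gave 48 and 121 genes at an unadjusted p under 0.05, so that 1 of the 3 splits, the real one, gave as many as 1626; with 3 splits no share under 0.05 can be reached.

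The direction of *Cd37*, *Cdkn1b* and *Itgb7* was kept in every alternative run. With all 4 libraries the alternatives ranged from -1.41 to -0.77, from 1.44 to 2.16 and from -2.18 to -1.37. With each library left out in turn, *Cd37* ranged from -1.26 to -0.99, *Cdkn1b* from 1.29 to 1.86, *Itgb7* from -1.94 to -0.81 (that value without CD37-/- replicate 1), *Itga4* ranged from -0.01 to 0.14 and *Ccnd2* from -1.18 to -0.12. No counts of genes were made there, since 1 library is left in a group.

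The histone lists were lower in every alternative. Their medians of -1.51 and -1.64, and that of 0.64 for proliferation, no longer passed with an estimated correlation, nor did proliferation (0.64) under fry. The median of the BCL2 family, 0.01, was -0.01 with a pseudocount of 0.1 and with exon length, -0.11 after quantile normalization, -0.03 after division by the upper quartile, and -0.12 to 0.02 with each library left out. The median of the PI3K-AKT genes was 0.20 with all genes above 0 (adjusted p = 0.021) and 0.54 with limma-voom (adjusted p = 0.027), where both passed (camera in limma with Benjamini-Hochberg adjustment, up to 0.72 over the alternatives). The immediate early genes were at -0.35 at a mean FPKM of at least 5 and at -0.18 to 0.33 with each library left out, lowest without CD37-/- replicate 2. DNA replication was at -0.02 after quantile normalization, the median of all tested genes there. The myeloid genes were at 0.66 after quantile normalization (adjusted p = 0.006, up to 0.82 over the alternatives, camera in limma with Benjamini-Hochberg adjustment), and at -0.14 to 1.02 with each library left out, with -0.14 without CD37 fl/fl replicate 2. The causes were not tested. The trend and the robust estimation do not enter the list tests.

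Of 501 comparisons of a result with an alternative, 428 kept the direction and, where a test was run, the side of the threshold. A further 35 newly passed it, 4 no longer passed it, 13 reversed and 21 counts moved. Comparisons with a library left out held no test and were judged on direction alone. With 2 libraries in a group, the test recovered 0% of simulated changes of 1 on the log2 scale, 87% of changes of 2 and 98% of changes of 3. The depth of replication therefore limits the count for small changes. The simulated genes were independent, and their variances were drawn from limma's own fit. In the data, *Hbb-bs* (log2 fold change 4.12) and *Hist1h1a* (-2.85) were not called in the main fit. The simulated recovery of larger changes may therefore not hold for these libraries.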

Differences from the paper's values

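The paper reports 2,540 differentially expressed genes. Here 0 genes had an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment) and 1626 had an unadjusted p under 0.05. None of the alternatives set before the data were examined, each changed alone, came within 1.5 times of the paper's number: 1626 genes at an unadjusted p under 0.05, 510 with a minimum absolute log2 fold change of 1 as well, 45 at a mean FPKM of at least 5, 88 with robust estimation, 73 with the replicate block, and 0 with a minimum fold change at the adjusted p, a pseudocount of 0.1, all genes above 0, quantile normalization, TPM rescaling, division by the upper quartile or eBayes without a trend. Combinations chosen after seeing the values, all at an unadjusted p under 0.05, came within 1.5 times: 2911 genes with all genes above 0, 2992 with all genes and a pseudocount of 0.1, 2256 after TPM rescaling, 2608 with exon length in place of the gene span, 3271 with limma-voom on the recovered reads, 3362 with limma-voom and the replicate block, and 3085 with limma-voom scaled to equal medians. With a minimum absolute log2 fold change of 1 as well, limma-voom gave 1991 genes, 2045 with the replicate block and 1759 scaled to equal medians, also chosen after seeing the values.

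The paper names *Ccnd2*, *Cdkn1b*, *Bcl2*, *Itgb7* and *Pik3cb* among its differentially expressed genes, and here 0 of them had an adjusted p under 0.05. *Cdkn1b* was called with robust estimation, set before the data were examined (adjusted p = 0.0456, limma with Benjamini-Hochberg adjustment). *Ccnd2* (adjusted p = 0.0318), *Cdkn1b* (0.0319) and *Bcl2* (0.0424), and also *Cd37* (0.0464), were called by limma-voom with the replicate block and Benjamini-Hochberg adjustment, which was chosen after seeing the values; over their alternatives the adjusted p of the same tests reached 0.465, 0.255, 0.375 and 0.255. *Itgb7* and *Pik3cb* were called under none of the alternatives run, with the lowest adjusted p at 0.0655 and 0.0585 (limma with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05, *Cdkn1b* and *Itgb7* passed among the 6761 genes, and *Cdkn1b* and *Pik3cb* with all genes above 0. With settings chosen after seeing the values, exon length and limma-voom, *Bcl2*, *Cdkn1b*, *Itgb7* and *Pik3cb* passed an unadjusted p of 0.05, *Ccnd2* did so with limma-voom scaled to equal medians or with the replicate block, and *Pik3cb* and *Cdkn1b* did so with all genes and a pseudocount of 0.1.

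Fig. 6B shows *Pik3cb* lower in CD37-/- LSCs by qPCR, and the paper's text describes the sequencing and the qPCR as alike for it. Here its log2 fold change was 0.33 on log2(FPKM + 1), higher in both CD37-/- libraries, between 0.33 and 1.22 over the alternatives with all 4 libraries and between 0.28 and 0.39 with each library left out in turn. Fig. 6A and the text place DNA replication among the enriched functions. Here the 32 tested DNA replication genes had a median log2 fold change of 0.11 and an adjusted p of 0.86 from limma's camera with Benjamini-Hochberg adjustment, a test of a shared direction and not of enrichment, and 10 of them had an unadjusted p under 0.05.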

Other observations

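The tests of gene span, of the sizes of pseudogene changes and of the X-linked homologues were chosen only after the result was seen.

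*Bcl2*, *Ccnd2*, *Pik3cb* and *Itga4* had a mean FPKM under 1. With exon length in place of the genomic span, the lowest mean FPKM of the 4 genes was 1.26, that of *Itga4*, and *Bcl2* came to 2.67 in place of 0.139. The values are consistent with their low FPKM coming from the span in the unit, which is technical.

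The median log2 fold change of all tested genes was 0.11. The 100 genes with the most reads took 22.2% and 22.8% of the reads in the CD37 fl/fl libraries and 18.9% and 16.9% in the CD37-/- libraries, a gap of at least 3.3 percentage points. A larger share of reads on few genes in the CD37 fl/fl libraries may therefore lower the other genes there. Whether that share is itself a difference between the genotypes was not tested.

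Among 5712 protein-coding genes other than histones, those under the 10th percentile of exon length had a median log2 fold change of -0.29 and those over the 90th of 0.26. Between the 2 CD37-/- libraries (replicate 1 minus replicate 2) the difference between these long and short transcripts was -0.44, and between the 2 CD37 fl/fl libraries -0.15, against 0.55 between the groups. Variation between libraries unrelated to the genotype cannot be told apart from a difference between the groups here, because the trend is similar in size within 1 group and smaller in the other.

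Of the tested processed pseudogenes, 40.0% had an unadjusted p under 0.05, against 22.1% of the other tested genes. Of 242 such pseudogenes with a parent gene and at least 10 reads, 82.6% changed in the direction of the parent, where the shares of rises and falls alone give 50.1%. Over all 600 tested pseudogenes with a parent, whatever their p, it was 67.7% against 48.8%. Reads of the parent gene placed on the pseudogene are a candidate explanation for the direction. A fixed share of the parent's reads is argued against as the whole cause of the size, since 27.7% of the 600 (166) lay more than 1 log2 unit from the parent with no overlap between the groups. No biological explanation was tested.

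MHC class II genes were higher in CD37 fl/fl replicate 1 than in replicate 2, in 7 of 7 genes with a median ratio of 6.88; *Cd74* had an FPKM of 171 against 20.6. B cell markers had a median ratio of 3.25 over 4 genes, with 3 higher, and the most abundant, *Cd79b*, was not higher (12.5 against 15.3). Dendritic cell and macrophage markers had a median ratio of 3.60 over 7 genes, all higher, and *C1qa* had an FPKM of 6.51 against 1.12; 2 of the 10 genes of that list had a mean FPKM of at least 1 and 1 is also an integrin. The myeloid genes, which LSCs of this leukemia also express, had a ratio of 2.23. B cells, dendritic cells or macrophages and a different state of the leukemic cells cannot be told apart here, because few of these markers have enough reads and myeloid cells share them.

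Of 37 genes with an FPKM of at least 2 in both CD37-/- libraries and at least 8 times that of CD37 fl/fl replicate 2, the level in CD37 fl/fl replicate 1 lay at a median of 28.9% of the way to the CD37-/- mean. A mixture of CD37-/- cells or RNA into that library is argued against as the whole cause, since the share had a distance of 36.5 percentage points between its quartiles and ranged from -1.1% to 89.3%, and *Cd37* itself was higher in that library (FPKM 56.6) than in replicate 2 (46.8). Differences between single leukemias stay open, as untested.

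The samples are labelled male. The Y-linked genes *Eif2s3y*, *Ddx3y*, *Kdm5d* and *Uty* together had 40 and 10 reads in the CD37 fl/fl libraries and 106 and 143 in the CD37-/- libraries, which was 0.52%, 0.1%, 1.05% and 0.88% of the reads of their X-linked homologues, a low share in all 4 libraries. *Ddx3x* dominated these homologues, with 6436 of the 7679 reads in CD37 fl/fl replicate 1. For *Ddx3y* alone the share was 0.33% in CD37 fl/fl replicate 1, near the 0.35% and 0.36% of the CD37-/- libraries, and 0.05% in CD37 fl/fl replicate 2. For *Eif2s3y* it was higher, at 5.41% and 0.59% in the CD37 fl/fl libraries and 9.38% and 6.84% in the CD37-/- libraries. *Kdm5d* and *Uty* lay between 0.0% and 1.24%. Too few reads to see such genes is argued against, since their 4 X-linked homologues together had at least 7679 reads in each library. Female cells, in the CD37 fl/fl samples or in all 4, cannot be told apart from a loss of Y-linked expression in the leukemic cells, because *Xist* was not analysed here. The origin of the transplanted cells and of the recipients stays open too.

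Of the B cell markers and of the T and NK cell markers 1 gene each was tested. *Cd79b* had a log2 fold change of -0.89 (adjusted p = 0.129) and *Nkg7* of -1.35 (adjusted p = 0.0865, limma with Benjamini-Hochberg adjustment). The 4 sex genes had a mean FPKM under 1 and were not tested. The MHC class II genes lay between -2.00 (*Cd74*) and -0.55 (*H2-DMa*) in log2 fold change over the 6 tested. These values depend on CD37 fl/fl replicate 1, where 7 of 7 such genes were higher than in replicate 2, with a median ratio of 6.88. *Kit*, the gene of c-kit, by which the cells were sorted, had an FPKM of 0.170 and 0.325 in the CD37 fl/fl libraries and of 0.327 and 0.434 in the CD37-/- libraries, on a span 9.2 times its exon length.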
